# The Pituitary Transcriptional Response Related to Feed Conversion in Pigs

**DOI:** 10.3390/genes10090712

**Published:** 2019-09-14

**Authors:** Katarzyna Piórkowska, Kacper Żukowski, Mirosław Tyra, Magdalena Szyndler-Nędza, Karolina Szulc, Ewa Skrzypczak, Katarzyna Ropka-Molik

**Keywords:** feed conversion, pig, pituitary, prolactin, Wnt signalling

## Abstract

Over the decades, pig breeding objectives have focused on improving the meat content in the carcass without taking into consideration the more effective fattening indicators that affect feed conversion. At present, pig growth traits associated particularly with animal feeding have become crucial due to their economic significance. This is especially evident in countries where pigs are maintained on large farms. The present study indicates that pituitary differentially expressed genes (DEGs) are activated in response to variable feed conversion (FC) in pigs. The experiment included two native Polish breeds: Puławska and Złotnicka White (ZW). The whole pituitary transcriptome was sequenced using next-generation sequencing (NGS) technology. The RNA-seq method identified over 500 and 300 DEGs in the pituitaries of the ZW and the Puławska pig populations, respectively, that were associated with hormonal regulation, notch signaling, and Wnt pathways. Lower FC in the ZW pigs favoured increased fat content in the body and significantly higher prolactin expression. The obtained results indicate that low FC values in pigs are related to slower growth or increased fat content, which suggests various pituitary responses. Therefore, the identified candidate genes were not directly associated with feed conversion values but with other factors. However, the present study delivers new insights into pituitary regulation in pigs.

## 1. Introduction

Over the years, pig breeding objectives have focused on improving the content of meat in the carcass, and significant progress in this area has been achieved [1,2]. In Poland, no actions have yet been undertaken to develop the effectiveness of fattening indicators that impact feed conversion (FC). Today, the largest share of pig maintenance costs, 80%, is for feeding, including forage expenses. A few years ago, pig feeding costs were difficult to estimate due to the ‘homemade’ fodders used in small farms. At present, farm structures have significantly transformed, with the fattening bases of purchased components forming a low share of self-produced cereals. Therefore, feed conversion has become an essential factor in countries where large pig farms are prevalent. Moreover, feed conversion is an economic factor included in breeding programs and is significant in the whole utility model [3].

The pituitary is an overarching endocrine gland controlling various bodily functions and playing a role in balancing hormone levels. It is located in a small bony cavity of the skull below the hypothalamus. The pituitary manages energy balance, the body’s water level and temperature, heartbeat, urination, sleep, hunger, and thirst [4] and is composed of two essential lobes—anterior and posterior. The anterior pituitary has five types of endocrine cells, which secrete thyroid-stimulating hormone (TSH), adrenocorticotropic hormone (ACTH), follicle-stimulating hormone (FSH), luteinizing hormone (LH), growth hormone (GH), and prolactin (PRL). In turn, the posterior lobe releases oxytocin and antidiuretic hormones on demand [5]. The pituitary is believed to be the most important endocrine organ promoting animal postnatal growth [6]. This action is associated with the GH level induced by the growth hormone-releasing hormone (GHRH) signal or the paracrine LH stimulation that modulates GH expression, hormone synthesis, and secretion [7]. Nutritional signals, such as insulin, leptin, insulin-like growth factor I (IGF-I), and specific metabolites, like glucose and free fatty acids (FFA), can modulate GH and LH secretions [8].

In turn, new technology used in molecular biology for next-generation sequencing (NGS) enables a more comprehensive analysis of cell or tissue states. Moreover, due to the NGS, the differentially expressed genes (DEGs) involved in crucial molecular processes can be recognized. The pituitary genes’ expression was examined in various contexts, such as carcinogenesis [9,10], the identification of pituitary stem cells [11], the interpretation of behaviour [12], and the explanation of metabolic disorder bases [13]. Because the pituitary is the predominant gland determining body growth, its transcriptome profiling also served to identify the candidate genes for postnatal development in miniature pigs [14].

The present study aimed to indicate the pituitary candidate genes for feed conversion because it is one of the most important economic factors determining the cost of pig breeding. This research included two native Polish pig breeds, Puławska and Złotnicka White, that are in the national conservation program and were not selected. 

## 2. Materials and Methods 

### 2.1. Ethics Approval and Consent to Participate

The research was performed on biological material derived from pigs maintained and slaughtered in the Pig Test Station (National Research Institute of Animal Production). In the Pig Testing Station, pigs are slaughtered, dissected and, after carcass evaluation, meat is intended for consumption. Therefore, our research does not require the approval of the Animal Experimentation Committee.

### 2.2. Animals

The study included Złotnicka White (ZW, *n* = 16) and Puławska (*n* = 16) female pigs. For each breed, the gilts differed in their feed conversion (FC) and showed high and low feed conversion values. The pigs came from different farms and were unrelated. The tests were performed in the Pig Test Station (PTS) of the National Research Institute of Animal Production in Chorzelów where all animals were maintained under the same housing and feeding conditions. The PTS test began when the pigs reached 30 kg and finished when the pigs reached 100 ± 2.5 kg of body weight and had an age of 184 ± 26 days. During the experiment, the growth traits were recorded according to the PTS procedure. After the trial, the pigs were slaughtered and dissected 24 h later. The pig carcass traits were measured according to Tyra and Żak [15]. Up to 20 min after slaughter, whole pituitaries were collected and stabilized by an RNA-later solution (Ambion, Cambridge, UK), and then they were frozen at −20 °C after 24 h chilling at 4 °C. The differences in body composition between the analysed pig groups with variable FCs were estimated by an ANOVA test (SAS Enterprise v. 7.1 with default settings; SAS Institute, Cary, NC, USA).

### 2.3. cDNA Library Construction 

The whole pituitaries were homogenized with a bead method using Bullet Blender24 (Next, Advance, Troy, MI, USA). The RNA was isolated by a PureLink™ RNA Mini Kit (Ambion, Cambridge, UK) according to the manufacturer’s recommendations. The concentration and quality of the RNA were estimated using TapeStation2200 (Agilent, Palo Alto, CA, USA). The RIN parameter values for all the RNA samples were over 7. The TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA, USA) was used for cDNA library preparation, with 300 ng of RNA as the input amount according to the supplied protocol. The reverse transcription during the procedure was non-strand-specific. Flowcell clustering was performed using the TruSeq SR Cluster Kit v3-cBot HS (Illumina, San Diego, CA, USA). The sequencing was conducted on a HiScanSQ System (Illumina, San Diego, CA, USA) in single 85 bp cycles (four technical replicates) using TruSeq Kit v3-HS chemistry (Illumina, San Diego, CA, USA), as described by Piórkowska et al. [16].

### 2.4. Raw Read Processing

The raw reads were processed using the FastQC and Flexbar with default parameters. The cleaned reads with a quality higher than 20 (score Q) and more than 36 base pairs were aligned to the Sus_scrofa 11.1 genome assembly (GCA_000003025.6) with reference annotation containing the 22,452 genes listed in the Ensembl database using Bowtie 2 v. 2.3.5.1 and represented by the Fragments Per Kilobase of transcript per Million mapped reads (FPKM) value. The alignment was performed using RNA-Seq by Expectation Maximization (RSEM, v. 1.3.0) supported by the Spliced Transcripts Alignment to a Reference (STAR) aligner, and the statistics were generated by RNA-SeQC v1.1.8; all used default parameters. The sequence data (GSE122343—Puławska, GSE132522—Złotnicka White) has been submitted to the Gene Expression Omnibus (GEO).

### 2.5. Analysis of Differentially Expressed Genes (DEGs)

The analysis of differentially expressed genes (DEGs) was performed using DESeq2 [17] at a false discovery rate (FDR) ≤0.05 (default setting). For each breed, the pituitary DEGs (fold-change ≥1.3) in response to the variable FC were estimated. The STRING functional protein association networks v. 11.0 and PANTHER databases were used for the functional analysis based on the Sus scrofa reference applying FDR ≤ 0.05 correction and default parameters. The gene co-expression within the DEGs was estimated using Cytoscape v. 3.7.1 using a CytoHubba plugin analysis, with the top 5 nodes ranked by a Maximal Clique Centrality (MCC) test and the STRING gene network (default settings).

### 2.6. Validation of RNA-Seq Results and Estimation of Transcript Abundance

The qPCR validation included seven genes and *RPS29* and *OAZ1* as housekeeping controls [18] as well as all the pigs used in the RNA-seq analysis. The genes for validation were chosen based on their relationship to hormonal regulation. Table S1 shows the primers, probes, and assays used in the qPCR method. The similarity between the qPCR and RNA-seq results were calculated using Pearson’s correlation (SAS Enterprise). The gene expression levels were calculated using the delta-delta CT method, as described by Pfaffl [19].

The significant differences between the gene expression levels were estimated using an ANOVA test (Duncan’s post hoc test; SAS Enterprise v. 7.1 with default settings; SAS Institute, Cary, NC, USA).

## 3. Results

### 3.1. Animal Traits 

Both of the investigated pig populations belong to native breeds that are in the national conservation program. In this experiment, pigs were selected based on their feed conversion values, and they were qualified into two feed conversion groups (high feed conversion (HFC) and low feed conversion (LFC)). The fattening measurements showed that, within the Puławska breed, HFC animals took more feed per day compared to the LFC gilts. In ZW pigs, this effect was not observed. In turn, carcass measurements indicated that HFC pigs achieved 100 kg of body mass later, and their ham mass was lower compared to that of the LFC pigs. Within the Złotnicka White group, a higher FC favoured increased fat content. In Puławska pigs, this effect was not observed because the slower-growing pigs were lean (Table 1). 

### 3.2. Analysis of Differentially Expressed Genes 

The statistics are shown in the Supplementary File in Figure S1. 

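Whole pituitaries of 16 Złotnicka White gilts were sequenced, 8 with low (LFC) and 8 with high feed conversion (HFC). The authors deposited the number of reads counted on each of 25880 Ensembl genes of Sscrofa11.1 in every pig, without normalization, from libraries that did not keep the strand. The Puławska libraries were not analysed here. Between 6010629 and 11794256 reads per pig were counted on genes, with a median of 7803047 in the LFC pigs and 9027332 in the HFC pigs. The 10 genes with the most counts took 24.3% ± 2.89 (SD, n = 8) of the counts in the LFC pigs and 24.8% ± 3.77 (SD, n = 8) in the HFC pigs. Counts were scaled by edgeR's TMM method, and the 13621 genes that passed edgeR's expression filter were tested between the groups. Expression is given as CPM, the scaled counts relative to library size, and a positive log2 fold change means higher expression in the HFC pigs. Gene names and positions were those of the authors' deposited comparison, in which 9550 genes had a symbol and 854 more were named by their position on the same assembly.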

After processing, an average of 90% and 80% of the reads (Sus scrofa 11.1) were mapped to the pig reference genome, including 77% and 64% to exonic regions, and 8% and 9% to intronic regions for Puławska and ZW pigs, respectively. The Deseq2 analysis showed that the pituitary response to variable feed conversion was associated with DEGs of 293 and over 500 (a fold-change of ≥1.3 at an adjusted *p*-value ≤ 0.05) (Figure 1) in Puławska and ZW pigs, respectively. 

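At an adjusted p-value of at most 0.05 and a fold change of at least 1.3, 0 of the 13621 genes tested differed between the HFC and LFC Złotnicka White pigs, and the smallest adjusted p was 0.372 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p of at most 0.05 and the same fold change, 791 genes differed, 551 of them higher in the HFC pigs and 240 higher in the LFC pigs. Without the fold change minimum there were 1559 such genes, of which 61.4% were higher in the HFC pigs, against 46.0% when counts were scaled by total library size alone. With the fold change minimum these shares were 69.7% and 68.2%, so the scaling hardly changed them. DESeq2 with default settings, the tool that the paper names, called 29 genes at the paper's thresholds, 19 higher in the HFC pigs and 10 higher in the LFC pigs. The authors' deposited comparison holds 146 genes at the same thresholds. Of the genes with a symbol, the 5 with the smallest p in the direction of the HFC pigs were COL1A2, ND5, PRL, BCAR1 and SLIT1, and those in the direction of the LFC pigs were ITGBL1, OXNAD1, RNF180, LZIC and PKIA. COL1A2 (ENSSSCG00000015326, chromosome 9, 74174220 to 74210398) had 104.0 ± 30.5 CPM (SD, n = 8) in the LFC pigs and 193 ± 45.4 CPM (SD, n = 8) in the HFC pigs, a log2 fold change of 0.89 with a standard error of 0.19. ITGBL1 (ENSSSCG00000009526, chromosome 11, 70041968 to 70248362) had 18.3 ± 4.51 CPM (SD, n = 8) in the LFC pigs and 11.4 ± 2.11 CPM (SD, n = 8) in the HFC pigs, a log2 fold change of -0.68 with a standard error of 0.15. The log2 fold changes of BCAR1 and SLIT1 were 0.52 and 0.88. OXNAD1, RNF180, LZIC and PKIA had log2 fold changes of -0.66, -0.66, -0.55 and -0.43. All 10 genes were past the adjusted p of 0.05 in DESeq2. The paper states that the hormonal activity of the pituitary is significantly related to feed conversion.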

DESeq2 results are available at https://bit.ly/2Wtbqlb.

The comparison of the DEGs between Puławska and Złotnicka White breeds showed 57 shared genes that encode proteins involved in growth factor binding, glucagon signalling, cortisol synthesis, secretion, and triglyceride homeostasis (Figure 2).

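Of the shared genes, 52 could be read by name in Figure 2A and 49 of these were among the genes tested in the Złotnicka White pigs. In these pigs 23 of the 49 had higher expression in the HFC group and 26 in the LFC group, with log2 fold changes from -1.80 to 1.32. An unadjusted p of at most 0.05 was reached by 22 of them, and 8 had an adjusted p of at most 0.05 when the adjustment was made over the list alone, which holds the paper's own calls on these pigs. None of the 49 had an adjusted p of at most 0.05 over all genes tested, the smallest being 0.372 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest log2 fold change was that of IFI6, which was named after its values were seen. It had 2156 CPM in LFC replicate 4, and without that pig its log2 fold change was 0.04.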

The pituitary responses related to changes in feed conversion indicated approximately 300 DEGs in Puławska pigs that encode proteins involved in the corticotropin-releasing factor receptor signaling pathway (*POMC, GNA14*), the negative regulation of the canonical Wnt signaling pathway (*TLE2, FRZB, TLE1, SFRP5*), the positive regulation of cholesterol transport (*LXRA, APOA1, APOE, ANXA2*), the regulation of hormone levels (*CYP1B1, APOA1, ANO1*, *AQP1, NR1D1, CRYM, DDO, SPP1, ARRB1, SOX8, BIRC5, CLCN2*), a response to oxidative stress (*CAT, MAP3K5, CYP1B1, APOD, SPHK1, APOE, NR4A2, AIF1, MT3, NOR-1, RBPMS*), and regulation of the insulin-like growth factor (IGF) transport and uptake by insulin-like growth factor binding proteins (IGFBPs) (*CHRDL1, SPP1, C4A, LTBP1, APOE, IGFBP6, IGF2*) (Table S2, https://bit.ly/2Wtbqlb). 

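Of the 23 genes that the paper assigns to integrin signalling, 22 were among the genes tested, and 18 of these were higher in the HFC pigs. Their log2 fold changes ran from -0.68 to 1.14, 9 had an unadjusted p of at most 0.05 and 5 had an adjusted p of at most 0.05 over the list alone. This list and the next 2 were drawn from the paper's own calls on these pigs, so such counts are not a separate test. In the gene silencing list, 10 of 11 genes were higher in the HFC pigs and 6 had an unadjusted p of at most 0.05. For the response to hormones, 66 of the 70 names that could be read were found, with 44 higher in the HFC pigs and 37 at an unadjusted p of at most 0.05. No gene of these 3 lists reached an adjusted p of at most 0.05 over all genes tested, and the smallest in each was 0.372, 0.383 and 0.372 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called 3 genes of the integrin list, 3 of the hormone list and 0 of the gene silencing list, in which 6 genes had an unadjusted p of at most 0.05 in edgeR. In the authors' deposited comparison, 7 integrin, 0 gene silencing and 13 hormone genes had an adjusted p of at most 0.05. Its unadjusted p was at most 0.05 for 19, 11 and 59 of them.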

In turn, Złotnicka White DEGs were involved in the integrin signalling pathway (*LAMB2, ITGAE, MAP3K5, COL16A1, TLN1, VCL, COL4A2, COL5A1, COL12A1, FLNA, COL1A2, ITGBL1, LAMC1, COL1A1, LAMB1, ITGA6, BCAR1, COL6A3, ITGA3, ARPC3, ACTN4, NRAS, LAMA5*); positive regulation of cholesterol efflux (*LRP1, APOE, PTCH1, NR1H3, ABCG1, ABCA1*); gene silencing (*DNMT3A, AGO2, UBE2B, DHX9, TNRC6A, RIF1, ARID1A, TNRC6C, DNMT1, GIGYF2, DICER1*); positive regulation of the Notch signaling pathway (*NOV, MAML3, AAK1, NOTCH1, ROBO1, ERH, ZMIZ1, KIT, EP300, CREBBP, PDCD10*), the Wnt signaling pathway (33 genes), and the response to hormones (71 genes) (Table S3, https://bit.ly/2Wtbqlb).

The Cytoscape (Cytohubba plugin) and STRING indicated genes that were co-expressed in each of the analysed pig groups (Figure 3 and Figure 4). 

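EP300 (ENSSSCG00000000068, chromosome 5, 7312262 to 7373440) had 56.0 ± 17.9 CPM (SD, n = 8) in the LFC pigs and 80.2 ± 18.7 CPM (SD, n = 8) in the HFC pigs. Its log2 fold change was 0.52 with a standard error of 0.19 and an adjusted p of 0.413 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; unadjusted p = 0.0124). With each pig left out in turn, the log2 fold change was between 0.45 and 0.65. In 7 of the 8 HFC pigs the expression was above the median of the LFC pigs. All 19 genes of the network drawn in Figure 3A were higher in the HFC pigs, with log2 fold changes from 0.30 to 1.05, and 17 of them had an unadjusted p of at most 0.05. The paper drew this network from its calls for that group in the same pigs, so the shared direction was set by the selection.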

The analysis identified *EP300* as a hub gene correlated with elevated fat deposition and high feed conversion values in the pituitary of Złotnicka White pigs. The *EP300* was co-expressed with the other genes involved in Notch1 (*CREBP*), Wnt (*CREBP*, *MTOR*, and *CHD8*), and thyroid hormones (*NCOR1, MED12, MED13L*, and *CREBP*) signalling pathways. Moreover, the co-expression analysis showed that several co-transcripted genes play a role in thermogenesis; these genes include *ATP8, ND5, ND6, ND4L, ARDI1A*, and *SMARCA4*. 

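Across the 16 pigs, the log2(CPM + 1) of EP300 correlated with that of CREBBP with a Pearson's r of 0.955 and a Spearman's rho of 0.938. The values were 0.915 and 0.918 for MTOR, 0.965 and 0.965 for CHD8, 0.952 and 0.979 for NCOR1, 0.972 and 0.971 for MED12, and 0.916 and 0.918 for MED13L. For the first 5 of these genes both permutation p-values were 1e-05, the smallest that 100000 resamples can give, and for MED13L both were 2e-05. Adjusted over the 10 pairs of genes examined, they were 2e-05 and, for MED13L, 3.33e-05. Within the LFC pigs r was between 0.898 and 0.985, with exact permutation p-values from 2.48e-05 to 0.00372 (n = 8). Within the HFC pigs r was between 0.873 and 0.953, with exact permutation p-values from 1.98e-04 to 0.00737 (n = 8). Without the 2 pigs farthest from the median of EP300, r was between 0.849 and 0.949. Correlation with EP300 was not limited to these genes, since 648 of the 4494 genes within 1 log2 unit of its mean expression (14.4%) had an r of at least 0.8. The median r of the 4494 genes was 0.05. The cutoff of 0.8 lies below the r of each gene above across the 16 pigs, so it does not show how many genes reach theirs. Each pig's slope of expression on the length of the gene in the genome also correlated with the mean of the 19 genes of Figure 3A, with an r of 0.954 and a rho of 0.938 across the 16 pigs (permutation p = 1e-05 for both). The log2 fold changes between the groups were 0.40 for MTOR, 0.36 for CHD8, 0.46 for NCOR1, 0.47 for MED12 and 0.46 for MED13L, with adjusted p-values from 0.413 to 0.438 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HFC replicate 5 MTOR was far below the other HFC pigs.

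**Figure D1:**
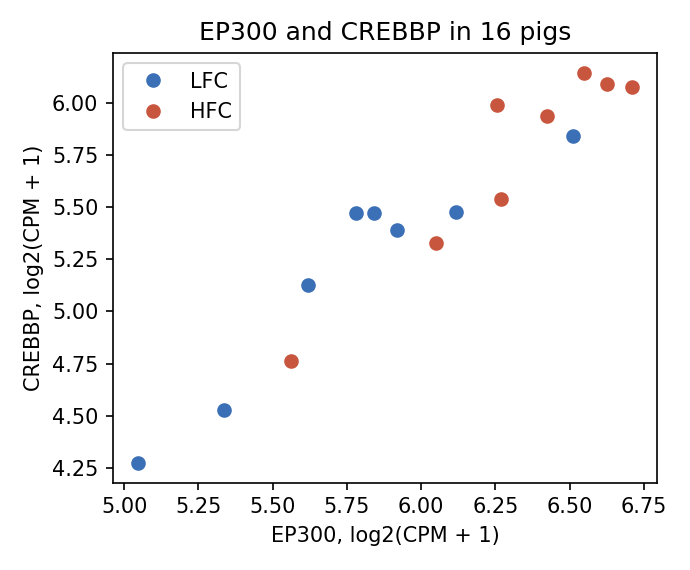
Expression of EP300 (x axis) and CREBBP (y axis) in each pig, both as log2(CPM + 1), with LFC and HFC pigs in separate colours. The points lie along a line, with an r of 0.945 within the LFC pigs and within the HFC pigs.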

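ATP8, ND5, ND6 and ND4L are encoded in the mitochondrial genome, where ATP8 shares bases with ATP6, ND4L with ND4 and ND5 with ND6. Reads from the shared bases, counted without the strand, may belong to either gene of a pair. For ND5 and ND6 these are only the bases from 14739 to 14755, a small part of ND5. How many reads this concerns was not measured. ND5 (ENSSSCG00000018091, 12935 to 14755) had 538 ± 158 CPM (SD, n = 8) in the LFC pigs and 1017 ± 271 CPM (SD, n = 8) in the HFC pigs, a log2 fold change of 0.92 with a standard error of 0.20. ND6 (ENSSSCG00000018092, 14739 to 15266) had a log2 fold change of 1.02 with a standard error of 0.24. The adjusted p of both genes was 0.372 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 0.00883 for ND5 and 0.0264 for ND6 in DESeq2. ATP8 had 61.5 ± 13.1 CPM (SD, n = 8) in the LFC pigs and 154 ± 159 CPM (SD, n = 8) in the HFC pigs, with a log2 fold change of 1.32, and was above the LFC median in 5 of the 8 HFC pigs. Its difference came mainly from HFC replicates 4 and 5, with 408 and 413 CPM. The other HFC pigs had at most 101 CPM of ATP8. The log2 fold changes of ND4L, ARID1A and SMARCA4 were 0.39, 0.49 and 0.30. The adjusted p of these 3 genes and ATP8 was between 0.413 and 0.487 from the same edgeR test and adjustment, and in HFC replicate 5 ARID1A was far below the other HFC pigs. All 13 protein genes of the mitochondrial genome were higher in the HFC pigs. Their mean log2(CPM + 1) was 9.90 ± 0.33 (SD, n = 8) in the LFC pigs and 10.35 ± 0.35 (SD, n = 8) in the HFC pigs (exact two-sided permutation test, p = 0.0214, or 0.0643 adjusted over the 3 gene sets examined). Camera of limma gave the set p = 5.39e-07 with its preset correlation between genes and p = 0.0840 with the correlation estimated from the pigs.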

In low FC Złotnicka White pigs, co-expressed genes were associated with ribosome biogenesis and the translation process. 

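Of the 26 genes in the network of Figure 3C, 25 were among the genes tested and all 25 were higher in the LFC pigs, with log2 fold changes from -0.83 to -0.22, a direction set by the selection, since the network was drawn from the paper's calls in the same pigs. Only 1 of them had an unadjusted p of at most 0.05. The wider set of 70 ribosomal protein genes, chosen by symbol, was also higher in the LFC pigs at each gene. Its mean log2(CPM + 1) was 9.54 ± 0.39 (SD, n = 8) in the LFC pigs and 9.22 ± 0.43 (SD, n = 8) in the HFC pigs (exact two-sided permutation test, p = 0.149). The camera test of limma gave this set p = 3.09e-13 with its preset correlation between genes of 0.01, and p = 0.249 with the correlation of 0.892 estimated from the pigs. The 79 nuclear-encoded genes of oxidative phosphorylation had a mean of 6.14 ± 0.26 (SD, n = 8) in the LFC pigs and 5.91 ± 0.27 (SD, n = 8) in the HFC pigs (exact two-sided permutation test, p = 0.109), and 76 of them were higher in the LFC pigs. Camera gave them p = 6.64e-13 with the preset and p = 0.196 with the estimated correlation. Adjusted over the 3 gene sets examined, both exact p-values were 0.149.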

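Across the 16 pigs, POMC and CGA had a Pearson's r of 0.07 (permutation p = 0.797) and a Spearman's rho of 0.232 (permutation p = 0.387), or 0.797 and 0.483 after adjustment over the 10 pairs of genes examined. Within the groups r was -0.44 in the LFC pigs (exact permutation p = 0.274, n = 8) and -0.27 in the HFC pigs (exact permutation p = 0.506, n = 8). Without the 2 pigs farthest from the median of POMC it was 0.10. With each gene centred on its group mean, r was -0.37. The statement of the paper rests on a STRING network, which is not a correlation across these pigs.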

The STRING network also reveals that *POMC* and *CGA* co-expression is involved in hormonal regulation. In Puławska pigs, co-expressed genes positively correlated with feed conversion to play a role in thermogenesis, respiratory electron transport, and ATP metabolism processes. The co-expression analysis between the DEGs in LFC Puławska pigs did not find any connections.

### 3.3. qPCR Analysis

The relative quantification for seven DEGs (*POMC, NOTCH1, CGA, NR1H3, PRL, RYR2*, and *STC1*) was estimated by the qPCR method. The lowest R coefficient (0.39) obtained for the *NR1H3* gene. This observation was likely the consequence of numerous isoforms encoded by this gene. The R coefficients for the other genes were 0.97, 0.81, 0.84, 0.91, 0.89, and 0.80 for *POMC, NOTCH1, CGA, PRL, RYR2*, and *STC1,* respectively. The qPCR analysis confirmed the RNA-seq results. The comparison of the RQ levels between Puławska and Złotnicka White pigs showed an opposite tendency in *POMC* expression, depending on the pig breed. For Puławska pigs, *POMC* expression correlated with increased FC. 

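POMC (ENSSSCG00000021155, chromosome 3, 113661004 to 113670624) has no symbol in the deposited comparison and was named by its position. It had 36014 ± 22458 CPM (SD, n = 8) in the LFC pigs and 15365 ± 5006 CPM (SD, n = 8) in the HFC pigs of the Złotnicka White breed, and each of the 8 HFC pigs was below the median of the LFC pigs. The exact two-sided permutation test of log2(CPM + 1) over all splits of the pigs gave p = 0.00497, or 0.0174 after adjustment over the 7 genes measured by qPCR. In the test across all genes, the log2 fold change was -1.23 with a standard error of 0.31 and an adjusted p of 0.383 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave an adjusted p of 0.0353. With each pig left out in turn, the log2 fold change was between -1.37 and -0.91.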

For Złotnicka White pigs, an elevated *POMC* mRNA level was observed in the faster-growing animals. The same tendency was recorded for *PRL, STC1*, and *CGA* genes (Figure 5).

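PRL (ENSSSCG00000039721, chromosome 7, 17449586 to 17463970) had 30106 ± 13377 CPM (SD, n = 8) in the LFC pigs and 72531 ± 27492 CPM (SD, n = 8) in the HFC pigs, so that its expression was higher in the HFC pigs (exact two-sided permutation test, p = 0.00109, or 0.00761 adjusted over the 7 genes measured by qPCR). STC1 (ENSSSCG00000009642, chromosome 14, 7948655 to 7961629) had 24.9 ± 17.5 CPM (SD, n = 8) in the LFC pigs and 13.7 ± 6.16 CPM (SD, n = 8) in the HFC pigs (exact p = 0.0768, adjusted 0.102). CGA (ENSSSCG00000025434, chromosome 1, 55551320 to 55569012) had 28002 ± 12684 CPM (SD, n = 8) in the LFC pigs and 18949 ± 8034 CPM (SD, n = 8) in the HFC pigs (exact p = 0.0628, adjusted 0.102). RYR2, the remaining gene with p under 0.05 in the exact test, had a log2 fold change of 0.71 (exact p = 0.00777, adjusted 0.0181). The log2 fold changes were 1.27 for PRL, -0.86 for STC1 and -0.56 for CGA, with standard errors of 0.28, 0.36 and 0.27. With each pig left out in turn, they ran from 1.16 to 1.48, from -1.02 to -0.44 and from -0.74 to -0.35. The STC1 value of -0.44 came without LFC replicate 3, which had the highest STC1 of its group (66.1 CPM). Over all genes tested the adjusted p was 0.372 for PRL, 0.423 for STC1, 0.433 for CGA and 0.385 for RYR2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and only PRL of these 4 was past 0.05 in DESeq2 (adjusted p = 0.00883).

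**Figure D2:**
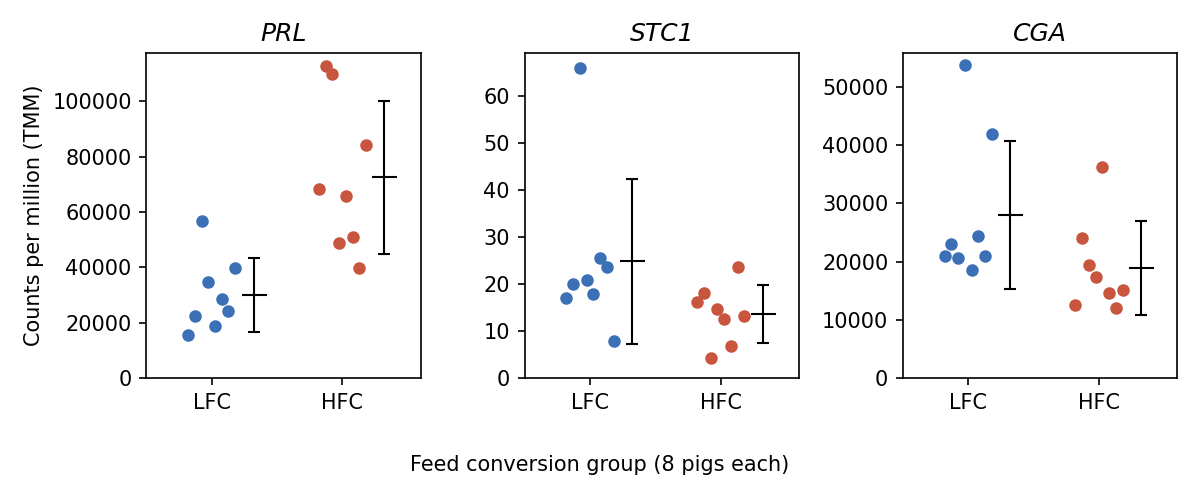
TMM-scaled CPM (y axis) of PRL, STC1 and CGA in each LFC and HFC pig, with the mean and SD of each group beside the points. All 8 HFC pigs lie above the LFC median for PRL, whereas 7 of 8 for STC1 and 6 of 8 for CGA lie below it.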

## 4. Discussion

Feed conversion has become one of the most critical factors in animal production, including pig farms. The present study, using next-generation sequencing, shows the candidate genes and biological processes that are induced in the pituitary response to variable feed conversion. The pituitary is one of the most essential glands, as it regulates the body’s water level, temperature, heartbeat, urination, sleep, hunger, and thirst [4]. Therefore, most processes activated in this organ translate into phenotypic traits and bodily functions.

### 4.1. Inducing of Pituitary Gene Expression in Response to Variable Feed Conversion in Pigs

The two pig breeds involved in the present investigation, although they belong to native populations without selection pressure, often displayed opposite pituitary responses dependent on feed conversion. This state could be related to differences in their growth process and the increased fat content in Złotnicka White pigs. Nevertheless, in both breeds, numerous shared DEGs were identified to be involved in cholesterol efflux, lipid metabolism (regulated by peroxisome proliferator-activated receptor-alpha), and cholesterol transport. 

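In the Złotnicka White pigs, 4 of the 6 genes that the paper assigns to cholesterol efflux were higher in the HFC group and 2 in the LFC group. The gene with the smallest p, LRP1 (ENSSSCG00000000423, chromosome 5, 22436202 to 22518418), had 46.9 ± 15.1 CPM (SD, n = 8) in the LFC pigs and 77.2 ± 27.9 CPM (SD, n = 8) in the HFC pigs, a log2 fold change of 0.72 with a standard error of 0.22 and an adjusted p of 0.410 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). APOE (ENSSSCG00000003088, chromosome 6, 51372241 to 51375617) had 487 ± 270.2 CPM (SD, n = 8) in the LFC pigs and 369 ± 240.5 CPM (SD, n = 8) in the HFC pigs, a log2 fold change of -0.40 with a standard error of 0.37. Of the 15 genes of lipid metabolism regulated by peroxisome proliferator-activated receptor alpha, 12 were higher in the HFC pigs, and 12 had an unadjusted p of at most 0.05. Both lists hold the paper's own calls on these pigs.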

Among these DEGs were two relevant to lipid metabolism, *LXRA* and *APOE.* The liver X receptor alpha (LXRA) regulates cholesterol, lipid, and glucose metabolism [20], and its impaired protein function implicates it in diabetes and cardiovascular disease. Although the *LXRA* mRNA level was low in the pituitary, the present study found the differences in its gene expression to be dependent on feed conversion values. 

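LXRA is listed under the symbol NR1H3 (ENSSSCG00000013241, chromosome 2, 15270789 to 15336804). In the Złotnicka White pigs it had 11.0 ± 4.62 CPM (SD, n = 8) in the LFC group and 8.50 ± 5.42 CPM (SD, n = 8) in the HFC group, a difference smaller than the SD of either group (exact two-sided permutation test, p = 0.217). The log2 fold change was -0.39 with a standard error of 0.32 and an adjusted p of 0.577 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.14 when 1 surrogate variable was added to the model, and between -0.66 and -0.21 with each pig left out in turn. The surrogate variable was mostly higher in the HFC pigs, so adding it may also remove part of a group difference.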

Within Puławska pigs, increased *LXRA* expression favoured higher FC values, with the opposite tendency in Złotnicka White pigs. Nilsson et al. [20] identified that the LXR agonist treatment-induced POMC secretion in the pituitary cell culture. The authors suggested that LXRs independently interfere with hypothalamic–pituitary–adrenal axis regulation. In turn, Christoffolete et al. [21] suggested that LXRA controls feed intake, which is associated with lipid metabolism. Yu et al. [22] showed that *LXRA* polymorphisms affected the fat levels in pig carcasses. In turn, Piórkowska et al. [23], who identified the candidate genes for meat quality in pigs, found that increased *LXRA* expression was negatively associated with feed efficiency and daily gains. 

The apolipoprotein E (APOE) function was examined using Apoe^−/−^ mice [24]. The lack of *APOE* disturbed the hypothalamic–pituitary–adrenal axis mediated by the glucocorticoid, which plays a role in various brain functions, such as cognition, emotion, and feeding. In another study, Babenko et al. [25] supported the thesis that *APOE* can be the driver of the neighbouring genes’ expression alteration observed under stressful loads. Moreover, the authors pinpointed that APOE and POMC in tandem is essential in specific energy metabolism and signalling cascades in the brain. The present study confirmed this observation because pro-opiomelanocortin (*POMC*) expression in the pituitary was positively correlated with *APOE* and *LXRA* gene expression levels, as well as with feeding stimuli in Puławska pigs. 

The hypothalamic POMC is cleaved via prohormone convertase (PCs) into smaller peptides [26] with anorexigenic activities (α-MSH and β-MSH) [27,28] and orexigenic abilities, such as β-endorphin [29]. In the pituitary, pro-opiomelanocortin decays to the adrenocorticotropic hormone (ACTH), which affects gluconeogenesis by releasing, from the adrenal cortex, glucocorticoids (GCs) that enhance the availability of glucose. This energy mobilization promotes the loss of body mass, which has also been observed in the investigated Puławska pig population. In pigs with increased feed conversion and feed intake, as well as lowered daily gains, elevated *POMC* expression followed. These findings are consistent with the experiment of the GC administration, which promoted ad libitum food intake both in humans and animals [30]. The role of *POMC* in Złotnicka White pigs seems to be different from that in the Puławska pig population, since its expression was negatively related to FC and body mass loss. In Złotnicka White pigs, *POMC* expression did not also correlate with feed intake. On the other hand, the Cytoscape and STRING analyses identified that *POMC* co-expressed with the *CGA* gene in the pig pituitaries. The *CGA* encodes the glycoprotein hormone; it is also crucial in regular TSH activity and likely increases the circulating levels of the thyroxine (T4) hormone [31]. Martin et al. [32] showed a reduction in the production of pituitary TSH and hypothalamic TRH in *POMC* KO (knockout) mice. This observation could be associated with the mediating role of CGA in TSH functionality.

The present study also showed increased prolactin (*PRL*) expression to be positively correlated with fat content in Złotnicka White pigs (confirmed by qPCR analysis). Numerous studies have described prolactin’s functions in terms of their effects on lactation and reproduction [33,34]. Prolactin secretion is regulated by dopamine, which was demonstrated using mice lacking the dopamine D2 receptor and exhibiting hyperprolactinemia [35]. Dopamine is believed to be an anorexigenic molecule because when released in the ventral tegmental area of brain, it suppresses feed intake [36]. The present study identified increased *PRL* expression in more obese Złotnicka White pigs. This finding is consistent with a previous survey of patients with hyperprolactinemia with increased fat content and reduced lean mass. The present Cytoscape analysis did not detect any co-expression for the *PRL* gene.

### 4.2. The Enriched Insulin-Like Growth Factor Pathway

The previously mentioned *APOE* also plays a role in the regulation of the insulin-like growth factor (IGF) transport and uptake by the insulin-like growth factor binding protein (IGFBP) pathway. The present study identified several other DEGs (*IGF2, IGFBP6, IGFBP5*, and *IGF1R*) to be associated with this pathway. These genes encode proteins belonging to the IGF family, which consists of ligands (insulin, IGFs), binding proteins (IGFBPs), and cell surface receptors (IGF1R, IGF2R, and IR) [37]. 

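In the Złotnicka White pigs, IGF2 (ENSSSCG00000035293, chromosome 2, 1469104 to 1496346) had 6.59 ± 5.04 CPM (SD, n = 8) in the LFC group and 7.64 ± 4.07 CPM (SD, n = 8) in the HFC group, a log2 fold change of 0.21 with a standard error of 0.39 and an adjusted p of 0.812 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without HFC replicate 7 the log2 fold change was -0.03. IGFBP6 (ENSSSCG00000000261) had 31.2 ± 9.05 CPM (SD, n = 8) in the LFC pigs and 29.0 ± 18.6 CPM (SD, n = 8) in the HFC pigs, with a log2 fold change of -0.11 that became 0.04 without HFC replicate 3. IGFBP5 and IGF1R had log2 fold changes of 0.41 and 0.54, with standard errors of 0.23 and 0.25. Of these 4 genes only IGF1R had an unadjusted p of at most 0.05 in edgeR's test. The paper's gene lists give IGF2 and IGFBP6 for the Puławska pigs, which were not analysed here, so these values do not test that result. IGF2 and IGF1R have no symbol in the deposited comparison and were named by their position.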

*IGF2* is an imprinted gene with an expressed paternal allele. It controls foetal growth [38], but significant evidence shows its essential function during postnatal development. IGF-II is critical for amplifying and maintaining myoblast determination protein 1 (MyoD) efficacy during muscular development [39]. It also promotes the proliferation and differentiation of bone cells [40]. The present study also showed increased *FOXO3* expression in the pituitary glands of obese Złotnicka White pigs. 

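FOXO3 (ENSSSCG00000004387, chromosome 1, 74626672 to 74760325) had 52.1 ± 15.5 CPM (SD, n = 8) in the LFC pigs and 63.9 ± 17.1 CPM (SD, n = 8) in the HFC pigs. The log2 fold change was 0.29 with a standard error of 0.20 and an adjusted p of 0.510 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with 1 surrogate variable in the model it was -0.07. As that variable was mostly higher in the HFC pigs, it may also take up part of a group difference.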

The *FOXO3* gene was proposed as a candidate for chicken growth [41] because silencing this gene in a chicken fibroblast culture significantly inhibited MyoD and up-regulated growth-related genes, such as *INSR, GH*, and *IGF2Rs*. Therefore, the *FOXO3* gene is considered to be related to the IGF family. Returning to *IGF2*, in pigs, it was found that intron mutation *IGF2* G>A3072 disrupts a binding site for the repressor zinc finger BED-type containing 6 (ZBED6), which results in an elevation of *IGF2* expression that is associated with increased meat content in the carcass [42,43]. In the present study, augmented *IGF2* expression in the pituitary of Puławska pigs with an increased daily feed intake and low daily gain values was observed. Thus, pituitary *IGF2* expression did not positively relate to growth in 6 month old pigs. The present Cytoscape analysis did not detect any co-expression for the *IGF2* gene.

### 4.3. The Enriched Notch Signalling Pathway

Notch signalling was induced in response to variable feed conversion in Złotnicka White gilts that were more obese and were characterized by poor feed efficiency (Figure 6). 

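NOTCH1 (ENSSSCG00000038509), which lies on an unplaced scaffold of Sscrofa11.1, had 17.2 ± 6.11 CPM (SD, n = 8) in the LFC pigs and 26.0 ± 11.6 CPM (SD, n = 8) in the HFC pigs (exact two-sided permutation test, p = 0.0873, or 0.102 adjusted over the 7 genes measured by qPCR). Its log2 fold change was 0.60 with a standard error of 0.27 and an adjusted p of 0.429 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 surrogate variable in the model the fold change of HFC over LFC was 1.04, against 1.51 without it. The surrogate variable was mostly higher in the HFC pigs, so this fit may also remove part of a group difference. Of the 11 genes that the paper lists for positive regulation of Notch signalling, 8 were higher in the HFC pigs and 3 in the LFC pigs, and 6 had an unadjusted p of at most 0.05. After adjustment over the list alone 3 remained, while the list was drawn from the paper's own calls on these pigs, and the smallest adjusted p over all genes tested was 0.410 from the same edgeR test and adjustment.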

The Notch signalling pathway is essential for pituitary proliferation and progenitor maintenance in postnatal pituitary expansion [44]. A study using Notch2 cKO mice showed that pituitary *GH, TSHB, PRL* and *POU1F11(Pit1*) expressions are strongly dependent on Notch signalling through the transcription factor, PROP1. Moreover, in Notch2 cKO mice, increased *POMC* expression was observed to be consistent with the present results, where Notch signalling negatively correlates with *POMC* expression in Złotnicka White pigs. 

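POMC and NOTCH1 had a Pearson's r of -0.34 (permutation p = 0.193) and a Spearman's rho of -0.30 (permutation p = 0.258) across the 16 pigs. After adjustment over the 10 pairs of genes examined, the p-values were 0.275 and 0.369. Within the groups r was -0.15 in the LFC pigs (exact permutation p = 0.717, n = 8) and 0.00115 in the HFC pigs (exact permutation p = 0.998, n = 8), and without the 2 pigs farthest from the median of POMC it was -0.41 (permutation p = 0.145). For the other genes of the paper's Notch list no correlation with POMC was computed, so the pathway as a whole was not tested.

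**Figure D3:**
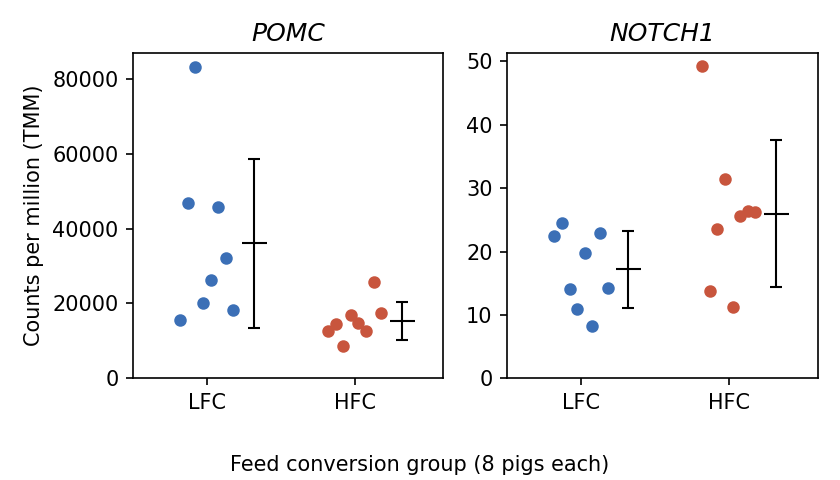
TMM-scaled CPM (y axis) of POMC and NOTCH1 in each LFC and HFC pig, with the mean and SD of each group beside the points. For POMC all 8 HFC pigs lie below the LFC median, and for NOTCH1 6 of 8 lie above it.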

Numerous studies have proven that Notch signalling promotes obesity because it boosts gluconeo- and lipogenesis in the liver, leading to fatty liver disease [45]; induces the whitening of brown adipose tissue and insulin resistance in adipocytes [46]; and increases fat deposition in the hypothalamus by the activation of B cells (NF-κB) in mice on a high-fat diet [47]. The present study supports the positive effect of Notch signalling on fat content since Notch signalling was activated only in Złotnicka White pigs characterized by a high body fat level. Additionally, the CytoHubba analysis found that the *CREBBP* and *EP300* genes involved in Notch signalling are co-expressed. *CREBBP* and *EP300* are highly homologous genes that play essential roles as global transcriptional coactivators [48]. 

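CREBBP (ENSSSCG00000007951, chromosome 3, 38387613 to 38529150) had 37.7 ± 12.5 CPM (SD, n = 8) in the LFC pigs and 54.7 ± 15.9 CPM (SD, n = 8) in the HFC pigs of the Złotnicka White breed. Its log2 fold change was 0.53 with a standard error of 0.22 and an adjusted p of 0.419 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; unadjusted p = 0.0262). As CREBBP and EP300 are homologous, reads from regions alike in both could have been split between them.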

In the present study, *CREBBP* and *EP300* overexpression was correlated with slower growth and increased fat content in pigs. CREBBP is the binding protein for the cAMP-responsive element-binding protein (CREB), which is the critical regulatory element for hypothalamic–pituitary axis development because crucial transcription factors in the pituitary have a CREB binding site in their promoters. Firstly, CREB [49] plays a role in the production of pituitary GH, which was demonstrated using genetically engineered mice, where decreased CREB activity resulted in dwarfism [50], and increased cAMP levels led to pituitary hyperplasia and gigantism [51]. The present study also found two CREB-like protein genes in the DEG group (*CREB3L2* and *CREB3L1*), but to date, their role remains unclear. 

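CREB3L1 (ENSSSCG00000013263, chromosome 2, 16185611 to 16220483) had 43.3 ± 9.86 CPM (SD, n = 8) in the LFC pigs and 68.4 ± 23.2 CPM (SD, n = 8) in the HFC pigs, a log2 fold change of 0.66 with a standard error of 0.19. CREB3L2 (ENSSSCG00000016520, chromosome 18, 11533183 to 11666127) had a log2 fold change of 0.43 with a standard error of 0.16. The adjusted p was 0.391 for CREB3L1 and 0.413 for CREB3L2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).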

In turn, the mutations in *CREBBP* and *EP300* have been described in Rubinstein–Taybi syndrome, where children have growth disturbances in the first few months, resulting in short statures [48]. Thus, *CREBBP* and *EP300* could be crucial in pig growth and feed conversion.

### 4.4. The Enriched Wnt Signalling Pathway

Wnt signalling likely plays a significant role during growth, fat accumulation, and feed intake in pigs. The present study found enriched Wnt signalling in ZW pigs with increased fat mass and weak feed efficiency. However, in Puławska pigs, the genes associated with negative regulation of the canonical Wnt signalling pathway were overexpressed (Figure 6). 

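Of the 33 genes that the paper lists for Wnt signalling, all were among the genes tested, 23 were higher in the HFC pigs and 10 in the LFC pigs. Their log2 fold changes ran from -0.77 to 0.71 with a median of 0.38. At an unadjusted p of at most 0.05 there were 21, of which 18 also had an adjusted p of at most 0.05 over the list alone, while the list was drawn from the paper's own calls on these pigs. Over all genes tested, none had an adjusted p of at most 0.05 and the smallest was 0.372 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).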

In turn, the CytoHubba analysis showed that *EP300, CREBBP, MTOR*, and *CHD8* involved in Wnt signalling were co-transcribed. EP300 and CREBBP were described, previously, as critical transcriptional regulators. In turn, the *mTOR* (mammalian target of rapamycin) pathway plays a central role in the regulation of cell growth, metabolism, and apoptosis. In the pituitary, *MTOR* is involved in the PI3K/AKT/mTOR signalling pathway traditionally described as a pro-proliferative and pro-survival pathway [52]. 

Wnt signalling is also involved during embryogenic development [53] and is essential in brain morphogenesis and function [54]. In turn, recent studies indicate that Wnt signalling is critical for neuroendocrine control in the hypothalamus. Wnt signalling is also linked with a risk of type 2 diabetes because it can bind to the co-activator of β-catenin TCF7/L2 [55], and the Wnt/β-catenin pathway is responsive to glucose [56]. The beta-catenin in the hypothalamus also affects NPY and POMC neurons, which suggests that the Wnt pathway regulates obesity by controlling food intake behaviour [57]. The present study showed that the secreted frizzled-related proteins (SFRPs) associated with Wnt signalling are differentially expressed in pig pituitaries, dependent on variable feed conversion. Increased *SFRP1* and *SFRP4* expressions in obese and lean Złotnicka White pigs have also been observed, respectively. 

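SFRP1 (ENSSSCG00000025822, chromosome 17, 10436411 to 10489755) had 213 ± 46.0 CPM (SD, n = 8) in the LFC pigs and 315 ± 57.5 CPM (SD, n = 8) in the HFC pigs, and all 8 HFC pigs were above the median of the LFC pigs. Its log2 fold change was 0.56 with a standard error of 0.14 and an adjusted p of 0.372 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 0.0399 in DESeq2. SFRP4 (ENSSSCG00000035299, chromosome 9, 108403906 to 108414409) had 37.6 ± 17.4 CPM (SD, n = 8) in the LFC pigs and 22.3 ± 13.5 CPM (SD, n = 8) in the HFC pigs, a log2 fold change of -0.77 with a standard error of 0.32 and an adjusted p of 0.417 from the same edgeR test with the same adjustment.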

In turn, *SFRP5* expression is positively correlated with lean meat in Złotnicka pigs and slower growth in Puławska pigs. 

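In the Złotnicka White pigs, SFRP5 (ENSSSCG00000010529, chromosome 14, 109119822 to 109125686) had 8.31 ± 4.77 CPM (SD, n = 8) in the LFC group and 5.29 ± 3.57 CPM (SD, n = 8) in the HFC group. The log2 fold change was -0.66 with a standard error of 0.38 and an adjusted p of 0.472 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5 of the 8 HFC pigs were below the median of the LFC pigs.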

The role of SFRP proteins in the pituitary is not precisely clear, but their decreased expression was observed during tumorigenesis [58]. In the pituitary, the Wnt signalling pathway is not involved in the regulation of feed intake like in hypothalamus, but it plays an essential role during gland development and maturation and stimulates cell proliferation during tumorigenesis [58].

## 5. Conclusions

In summary, feed conversion is a highly economically important trait in farm animals that determines animal maintenance costs. However, feed conversion is an exponent of many factors. Thus, for Złotnicka White pigs, lowered feed conversion values were associated with increased fat content, while in the Puławska pig population, these values were associated with slower growth. Therefore, the pituitary response to variable feed conversion was extremely different between these breeds. Nevertheless, the current research shows a significant relationship between hormonal pituitary activity and feed conversion determination. Here, we presented several candidate genes, such as *POMC, PRL, EP300, CREBBP, APOE, IGF2*, and *CGA*, that are differentially expressed in the pituitary in response to variable feed conversion in pigs. These genes play significant roles in the crucial pituitary processes that determine pig phenotypes.

## Figures and Tables

**Figure 1:**
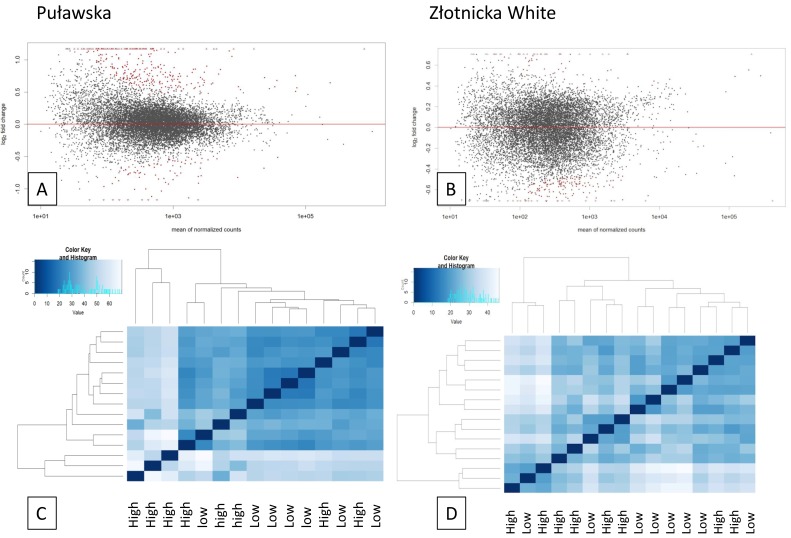
The plots showing the differentially expressed genes (DEGs) in the pig pituitaries identified in the present analysis. The MA (an application of a Bland-Altman plot, M (log ratio) and A (mean average) scales) plots showing several significant (red points) and not significant (black points) results (**A**) for Puławska and (**B**) Złotnicka White pigs. The heatmap Principal Component Analysis (PCA) shows the sample clustering based on the processed reads for (**C**) Puławska and (**D**) Złotnicka breeds characterized by high (HFC) and low feed conversion (LFC).

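In the Złotnicka White pigs, the first 2 principal components of log2 CPM over the 500 most variable genes held 35.7% and 13.9% of the variance. Neither separated the HFC from the LFC pigs (exact two-sided permutation tests of the scores, p = 0.318 and p = 0.933, n = 8 per group). Over all genes tested the first component gave p = 0.0552 in the same exact test. For 7 of the 16 pigs the nearest other pig was of the same group.

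**Figure D4:**
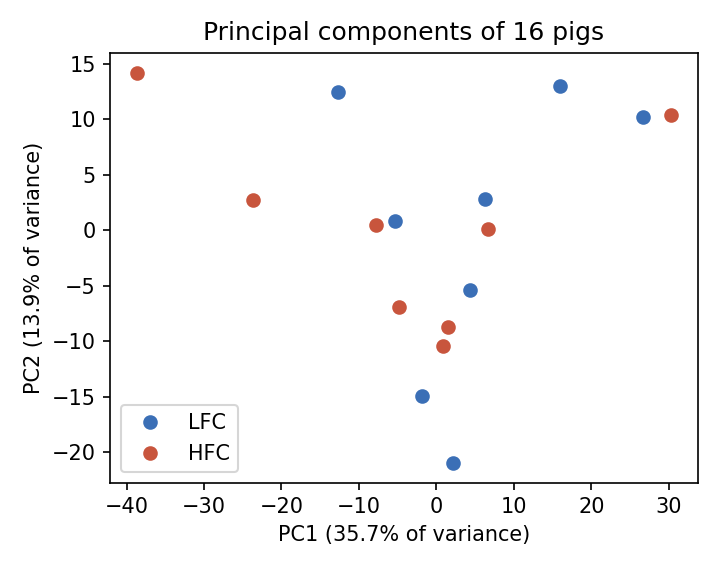
Scores of the 16 Złotnicka White pigs on the first (x axis) and second (y axis) principal component, with their share of the variance, and LFC and HFC pigs in separate colours. Pigs of both groups lie at both ends of the second component, and the groups overlap on the first.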

**Figure 2:**
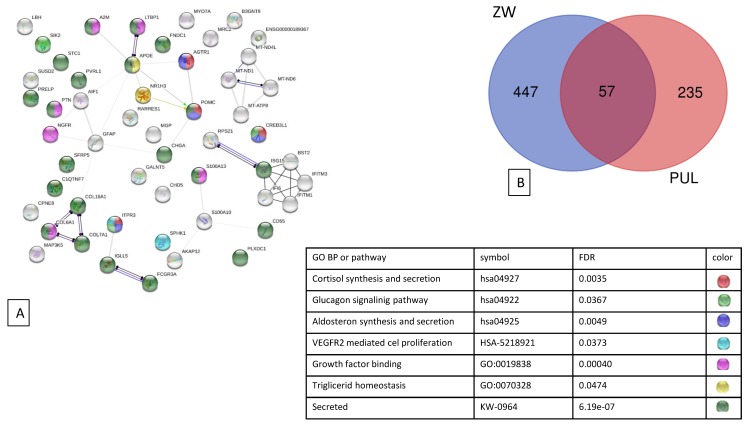
The string network of proteins encoded by identified DEGs in the (**A**) pituitary of Puławska (PUL) and Złotnicka White (ZW) pigs in response to variable feed conversion. (**B**) A Venn diagram presenting DEGs identified for Puławska and Złotnicka White pigs with 57 shared genes.

**Figure 3:**
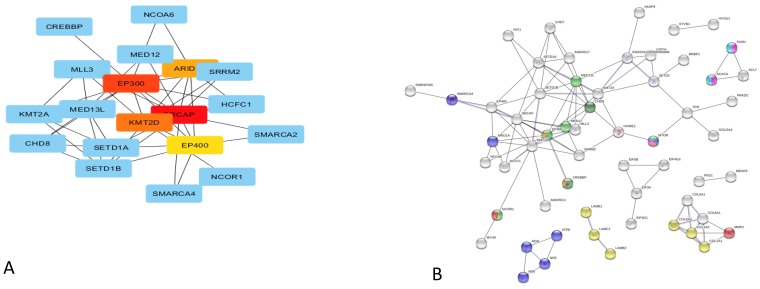

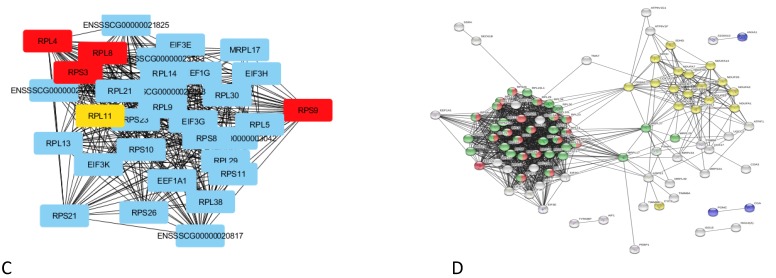
Co-expression analysis of the DEGs in Złotnicka White pigs. The gene network after Cytoscape, featuring a CytoHubba plugin analysis with the top five nodes ranked by the MCC test for high (**A**) and low (**C**) feed conversion pigs. The gene co-expression network predicted by STRING with the indicated metabolic pathway involvement in high (**B**) and low (**D**) feed conversion pigs. Legend: 

, 

, high feed conversion Złotnicka White pigs: 

 ECM receptor interaction (ssc04512), 

 the thyroid hormone signaling pathway (ssc04919), 

 thermogenesis (ssc04714), 

 endocrine resistance (ssc01522), 

 the AMPK signaling pathway (ssc04152), 

 the Wnt signaling pathway (ssc04310), 

 the Insulin signaling pathway (ssc04910), 

 the Notch signaling pathway (ssc04330); low feed conversion Złotnicka White pigs: 

 non-alcoholic fatty liver disease (NAFLD) (ssc04932), 

 ribosome (ssc03010), 

 GO:0006412 translation, and 

 GO:0010817 regulation of hormone levels.

**Figure 4:**
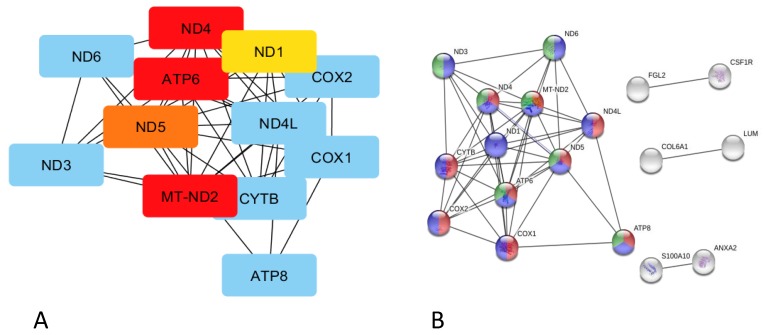
Co-expression analysis of genes overexpressed in Puławska pigs, characterized by high feed conversion values. (**A**) The gene network after Cytoscape using a CytoHubba plugin analysis with the top five nodes ranked by the Maximal Clique Centrality (MCC) test. (**B**) The gene co-expression network predicted by STRING, indicating the pathway involvement. Legend: 

, 

, 

 respiratory electron transport, ATP synthesis by chemiosmotic coupling, and heat production by the uncoupling proteins (Reactome pathway SSC-163200), 

 thermogenesis (ssc04714), 

 and the ATP metabolic process (GO:0046034).

**Figure 5:**
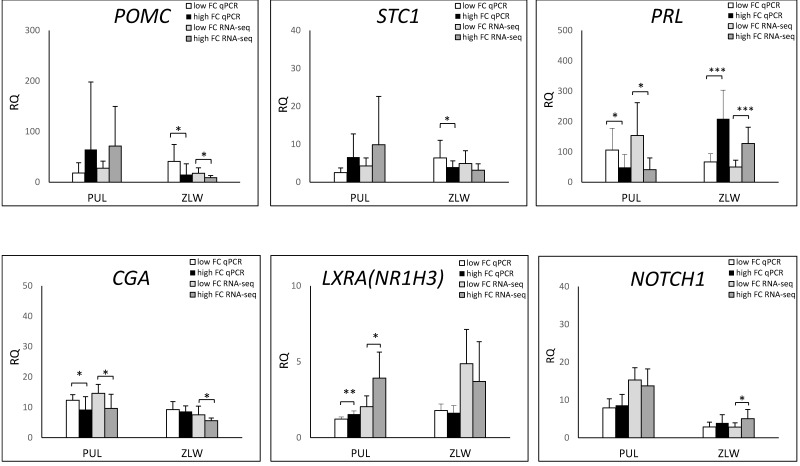
The relative quantification of the DEGs involved in the regulation of hormonal levels, as identified by RNA-seq. The relative transcript abundance of genes evaluated in the pituitary of low (*n* = 8) and high feed conversion (FC) (*n* = 8) Puławska and Złotnicka pigs. The *RPS29* and *OAZ1* genes have been used as endogenous controls. The efficiency of the PCR reactions was estimated based on the standard curve method. The gene expression levels were calculated using the delta–delta CT method [19]. Significant differences between gene expression levels were determined by ANOVA. *POMC*—pro-opiomelanocortin, *STC1*—stanniocalcin-1, *PRL*—prolactin, *CGA*—glycoprotein hormones, *LXRA (NR1H3)*—nuclear receptor subfamily 1 group H member 3, and *NOTCH1*—notch receptor 1.

**Figure 6:**
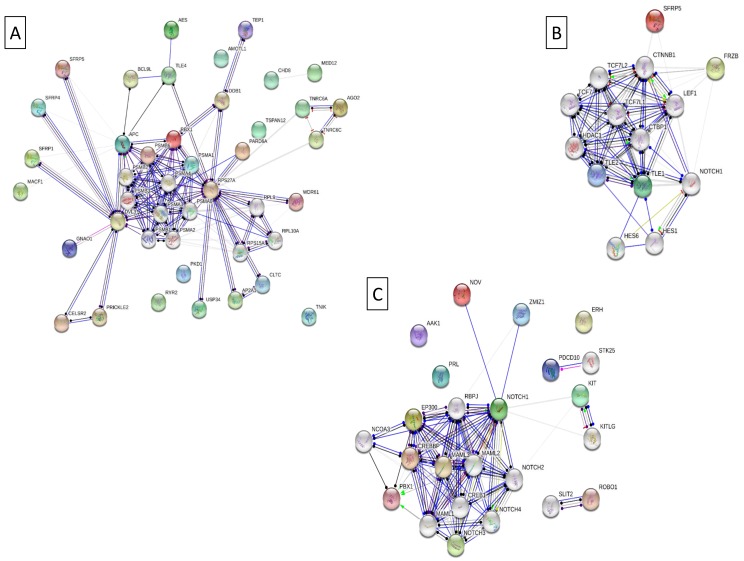
The string network of proteins (encoded by the differentially expressed genes (DEGs)) involved in signalling pathways. They enriched (**A**) the Wnt signalling pathway in Złotnicka White pigs, (**B**) the negative regulation of the canonical Wnt signalling pathway in Puławska pigs, and (**C**) the positive regulation of the Notch signalling pathway in Złotnicka White pigs. The coloured orbs indicate DEGs, and the grey orbs are the backgrounds.

**Table 1:** The differences in porcine traits observed between the analysed groups for both breeds.

Trait	Group of Native Pigs			
	Puławska		Złotnicka White	
	LFC (High Benefit) *n* = 8	HFC (Low Benefit) *n* = 8	LFC (High Benefit) *n* = 8	HFC (Low Benefit) *n* = 8
	Mean ± SD	Mean ± SD	Mean ± SD	Mean ± SD
Feed conversion ratio	2.57 ± 0.06 ^A^	3.64 ± 0.37 ^B^	2.84 ± 0.71 ^A^	4.12 ± 0.89 ^B^
Daily gain (g)	919 ± 103 ^A^	715 ± 82 ^B^	811 ± 98 ^A^	561 ± 165 ^B^
Daily feed intake (kg/day)	2.35 ± 0.27 ^a^	2.60 ± 0.23 ^b^	2.30 ± 0.12	2.32 ± 0.16
Day in test	78 ± 9 ^A^	95 ± 10 ^B^	84 ± 15 ^A^	122 ± 28 ^B^
Back ham (kg)	11.1 ± 0.71 ^a^	10.3 ± 0.61 ^b^	10.2 ± 0.51	9.8 ± 0.58
Ham (kg)	9.3 ± 0.64	8.74 ± 0.60	8.21 ± 0.59 ^A^	7.34 ± 0.65 ^B^
Ham fat (cm)	1.57 ± 0.13 ^a^	1.38 ± 0.21 ^b^	1.76 ± 0.21 ^a^	2.22 ± 0.38 ^b^
Backfat (cm) *	1.28 ± 0.44 ^a^	1.64 ± 0.19 ^b^	1.7 ± 0.47	1.64 ± 0.53
Knuckle fat	0.20 ± 0.01	0.20 ± 0.01	0.20 ± 0.01 ^a^	0.23 ± 0.01 ^b^
Backfat in C1 point *	1.30 ± 0.38	1.03 ± 0.28	1.53 ± 0.40 ^a^	2.03 ± 0.41 ^b^
Backfat in the K1 point *	1.30 ± 0.38	1.06 ± 0.26	1.53 ± 0.39 ^a^	2.01 ± 0.40 ^b^
%meat in primary cuts	70 ± 2.2	70 ± 2.4	66 ± 3.2 ^A^	61 ± 3.7 ^B^
%meat in carcass	61.4 ± 1.82	60.7 ± 2.85	57.5 ± 3.0 ^A^	52.9 ± 3.7 ^B^

Backfat *—backfat thickness was measured on the back above the joint between last thoracic vertebrae and the first lumbar vertebra. * Backfat in C1 point was measured between the last thoracic vertebrae and the first lumbar vertebra, 8 cm from away from the midline. * Backfat in K1 point was measured between the last thoracic vertebrae and the first lumbar vertebra above the lateral edge of the M. longissimus dorsi. LFC—low feed conversion, HFC—high feed conversion. Values with the same superscripts belong to the same statistical group (A, B = *p* < 0.01, a, b = *p* < 0.05).

## Data Availability

Data available in the GEO database: GSE122343—(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122343), GSE132522—(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132522), and under the link—https://bit.ly/2Wtbqlb. For the others, please contact the authors.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/10/9/712/s1, Figure S1: Bar plots show overall statistics and read annotations obtained for each library. Table S1: Primers and probes used in qPCR analysis. Table S2: DE pituitary gene dependent on feed efficiency/conversion based on Fisher exact test in Panther classification system for Puławska pigs.

# Supplementary material for: The Pituitary Transcriptional Response Related to Feed Conversion in Pigs
**Source:** Genes (Basel). 2019 Sep 14;10(9):712. doi: 10.3390/genes10090712
**Supplement:** Supplementary file 1

**Table S1.** Primers and probes used in qPCR analysis

| Gene                |                                                         | Primers and Probe                     | Amplicon<br>length [bp] | Label | Reference sequences<br>accession numbers | PCR<br>efficiency<br>% | Exon<br>Boundary |
|---------------------|---------------------------------------------------------|---------------------------------------|-------------------------|-------|------------------------------------------|------------------------|------------------|
|                     |                                                         | or<br>Taqman Gene Expression Assay ID |                         |       |                                          |                        |                  |
| <i>PRL</i>          | prolactin                                               | Ss03390993_m1                         | 79                      | FAM   | NM_213926.1                              | 100                    | 3-4              |
| <i>RYR2</i>         | ryanodine receptor 2 (cardiac)                          | Ss03374536_m1                         | 62                      | FAM   | U15966.1                                 | 100                    | 4-5              |
| <i>CGA</i>          | Thyroid-Stimulating Hormone Alpha Chain                 | Ss03394998_m1                         | 75                      | FAM   | NM_214446.1                              | 100                    | 2-3              |
| <i>POMC</i>         | Proopiomelanocortin                                     | Ss03381950_u1                         | 158                     | FAM   | NM_213858.1                              | 100                    | 3-3              |
| <i>NOTCH1</i>       | Notch 1                                                 | Ss03377164_u1                         | 71                      | FAM   | EF055896.1                               | 100                    | -                |
| <i>NR1H3 (LXRA)</i> | nuclear receptor subfamily 1, group H,<br>member 3      | Ss03389237_g1                         | 101                     | VIC   | NM_001101814.1                           | 100                    | 5-6              |
| <i>GAPDH</i>        | glyceraldehyde-3-phosphate dehydrogenase                | Ss03375629_u1                         | 61                      | VIC   | NM_001206359.1                           | 100                    | -                |
| <i>RPS29</i>        | ribosomal protein S29                                   | Ss06942053_g1                         | 71                      | VIC   | NM_001001633.1                           | 100                    | 1-2              |
| <i>STC1</i>         | <b>endogenous</b><br>stanniocalcin 1                    | Ss03389414_m1                         | 59                      | FAM   | NM_001103212.1                           | 100                    | 3-4              |
| <i>OAZ1</i>         | ornithine decarboxylase antizyme 1<br><b>endogenous</b> | Ss03387505_u1                         | 77                      | VIC   | NM_001122994.1                           | 100                    | 5-5              |

# Statistics

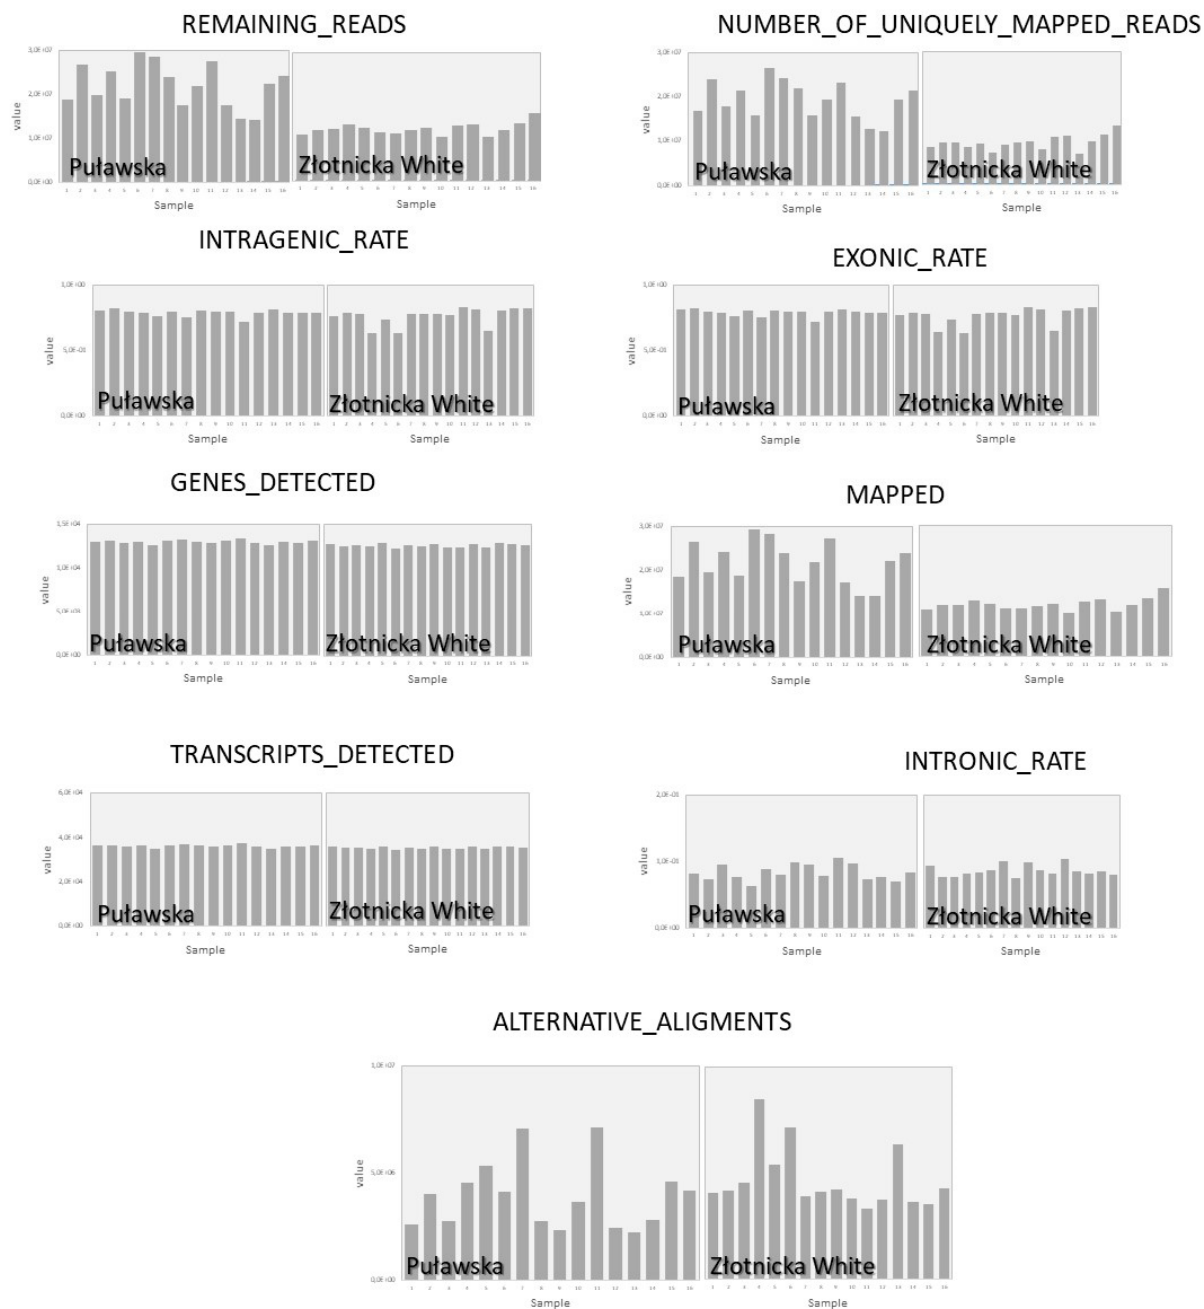

**Table S2.** DE pituitary gene dependent on feed efficiency/conversion based on Fisher exact test in Panther classification system for Puławska pigs

| Gene ontology                                                            | FDR      | No. | Genes                                                                                       |
|--------------------------------------------------------------------------|----------|-----|---------------------------------------------------------------------------------------------|
| <b>PANTHER Pathways</b>                                                  |          |     |                                                                                             |
| Angiotensin II-stimulated signaling through G proteins and beta-arrestin | 5.95E-03 | 5   | <i>AGT, GNG11, AGRT1, ITPR3, ARRB1</i>                                                      |
| Alzheimer disease-presenilin pathway                                     | 6.96E-08 | 6   | <i>CD44, MMP28, NECTIN1, FZD5, FSTL1, LRP4</i>                                              |
| Corticotropin releasing factor receptor signaling pathway                | 4.61E-02 | 2   | <i>POMC, GNA14</i>                                                                          |
| <b>GO-Slim Biological Process</b>                                        |          |     |                                                                                             |
| negative regulation of canonical Wnt signaling pathway                   | 4.33E-02 | 4   | <i>TLE2, FRZB, TLE1, SFRP5</i>                                                              |
| cellular response to peptide hormone stimulus                            | 4.61E-02 | 5   | <i>NR4A1, AGTR1, NR4A2, PIK3R1, NOR-1</i>                                                   |
| <b>GO Biological Process Complete</b>                                    |          |     |                                                                                             |
| mammary gland specification                                              | 4.54E-02 | 2   | <i>FGF10, GLI3</i>                                                                          |
| positive regulation of Rho protein signal transduction                   | 2.77E-02 | 3   | <i>APOA1, ADGRG1, ARRB1</i>                                                                 |
| positive regulation of cholesterol transport                             | 1.11E-02 | 4   | <i>LXRA, APOA1, APOE, ANXA2</i>                                                             |
| retina development in camera-type eye                                    | 2.13E-02 | 7   | <i>CYP1B1, NECTIN1, NTRK2, MERTK, SOX8, CLIC4, CLCN2</i>                                    |
| regulation of G protein-coupled receptor signaling pathway               | 4.76E-02 | 6   | <i>PLCE1, RAMP2, RAMP3, ARRB1, C3, ADM</i>                                                  |
| response to steroid hormone                                              | 6.95E-03 | 9   | <i>LXRA, ACSBG1, SLIT3, NR1D1, NR4A1, ATP1A2, CAV1, NR4A2, NOR-1</i>                        |
| regulation of lipid biosynthetic process                                 | 3.23E-02 | 7   | <i>HSD17B13, NR1D1, SIK1, FGF1, APOE, C3, CLCN2</i>                                         |
| regulation of cellular response to growth factor stimulus                | 6.44E-03 | 11  | <i>CREB3L1, AGT, FGF10, CHRD1, SFRP5, FGF1, JCAD, CAV1, LTBP1, FOLR1, MT3</i>               |
| sensory organ morphogenesis                                              | 1.16E-02 | 11  | <i>GDF11, FGF10, NECTIN1, FRZB, AQP1, MYO7A, NTRK2, SOX8, NOR-1, FZD5, GLI3</i>             |
| response to oxidative stress                                             | 1.19E-02 | 11  | <i>CAT, MAP3K5, CYP1B1, APOD, SPHK1, APOE, NR4A2, AIF1, MT3, NOR-1, RBPMS</i>               |
| kidney development                                                       | 2.35E-02 | 10  | <i>GDF11, PLCE1, AGT, FGF10, AQP1, FGF1, WNK4, SOX8, GLI3, LRP4</i>                         |
| regulation of MAP kinase activity                                        | 2.75E-02 | 10  | <i>PLCE1, MAP3K5, FGF10, FGF1, MAP3K20, CAV1, APOE, FZD5, FGD2, DUSP6</i>                   |
| cellular response to lipid                                               | 1.91E-02 | 13  | <i>LXRA, CX3CR1, AXL, NR1D1, NR4A1, ATP1A2, SPP1, IRF8, CCL2, NR4A2, RAMP3, NOR-1, VIM</i>  |
| developmental growth                                                     | 1.91E-02 | 12  | <i>FGF10, SLIT3, APOD, S1PR1, FGF1, GJA1, GLI3, LRP4, SEMA7A, STC1, CLIC4, ADM</i>          |
| secretion                                                                | 4.64E-02 | 12  | <i>FGF10, AXL, AQP1, CA2, S100A13, NTRK2, SYT11, GJA1, CAV1, MERTK, NOR-1, CHGA</i>         |
| positive regulation of MAPK cascade                                      | 3.19E-02 | 13  | <i>PLCE1, MAP3K5, FGF10, FGF1, JCAD, MAP3K20, APOE, RAMP3, ARRB1, MT3, FZD5, FGD2,</i>      |
| regulation of hormone levels                                             | 4.88E-02 | 12  | <i>CYP1B1, APOA1, ANO1, AQP1, NR1D1, CRYM, DDO, SPP1, ARRB1, SOX8, BIRC5, CLCN2</i>         |
| apoptotic process                                                        | 1.74E-02 | 14  | <i>ZNF385A, MAP3K5, CYP1B1, O6-16, SLIT3, NR4A1, SIK1, CAV1, ARRB1, MT3, BIRC5, PIK3R1,</i> |

|                                                                                                                             |          |    |                                                                                                                                                                                                                                               |
|-----------------------------------------------------------------------------------------------------------------------------|----------|----|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| regulation of secretion                                                                                                     | 3.61E-02 | 14 | <i>LXRA, FGF10, APOA1, CSF1R, OAS2, ANG, ANO1, NR1D1, SPP1, SYT11, WNK4, ARRB1, AIF1,</i>                                                                                                                                                     |
| positive regulation of gene expression                                                                                      | 8.07E-03 | 35 | <i>CREB3L1, LBH, MAP3K5, AGT, FGF10, LUM, POMC, SPON1, TLE1, NR1D1, NR4A1, RAMP2, FAM46C, SPP1, FGF1, IRF8, NTRK2, GJA1, CAV1, FOSL2, APOE, NR4A2, RAMP3, ARRB1, MT3, SAMD4A, SOX8, ARHGEF10L, PIK3R1, NOR-1, FZD5, NFIX, GLI3, NGFR, VIM</i> |
| <b>REACTOME Pathways</b>                                                                                                    |          |    |                                                                                                                                                                                                                                               |
| Regulation of Insulin-like Growth Factor (IGF) transport and uptake by Insulin-like Growth Factor Binding Proteins (IGFBPs) | 3.40E-02 | 7  | <i>CHRD1L, SPP1, C4A, LTBP1, APOE, IGFBP6, IGF2</i>                                                                                                                                                                                           |

Abbreviations: NA-nucleic acid, : FDR – false discovery rate, No. – number of identified genes involved in GO, GO-gene ontology

**Table S3.** DE pituitary gene dependent on feed efficiency/conversion based on Fisher exact test in Panther classification system for Żłotnicka White pigs

| Gene ontology                                             | FDR      | No. | Genes                                                                                                                                                                                                  |
|-----------------------------------------------------------|----------|-----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>PANTHER Pathways</b>                                   |          |     |                                                                                                                                                                                                        |
| Integrin signalling pathway                               | 9.44E-03 | 23  | <i>LAMB2, ITGAE, MAP3K5, COL16A1, TLN1, VCL, COL4A2, COL5A1, COL12A1, FLNA, COL1A2, ITGBL1, LAMC1, COL1A1, LAMB1, ITGA6, BCAR1, COL6A3, ITGA3, ARPC3, ACTN4, NRAS, LAMA5</i>                           |
| <b>PANTHER GO-Slim Molecular Function</b>                 |          |     |                                                                                                                                                                                                        |
| nuclear hormone receptor binding                          | 2.53E-02 | 5   | <i>NCOA3, NCOR2, JUP, NCOR1, NCOA2</i>                                                                                                                                                                 |
| G-protein coupled receptor activity                       | 9.86E-18 | 5   | <i>PTGFR, ANXA1, AGTR1, GNAO1, CXCR4, CHGA</i>                                                                                                                                                         |
| <b>PANTHER GO-Slim Biological Process</b>                 |          |     |                                                                                                                                                                                                        |
| oxidative phosphorylation                                 | 3.36E-03 | 16  | <i>NDUFS6, ENSSSCG00000003903, COX7A1, CYCS, COX7A2, NDUFA7, UQCRB, MT-ND5, NDUFB7, SDHD, COX7C, NDUFB5. SDHC. COX6A1</i>                                                                              |
| <b>GO biological process complete</b>                     |          |     |                                                                                                                                                                                                        |
| positive regulation of cholesterol efflux                 | 4.56E-02 | 5   | <i>LRP1, APOE, PTCH1, NR1H3, ABCG1, ABCA1</i>                                                                                                                                                          |
| regulation of cardiac muscle cell contraction             | 1.56E-02 | 7   | <i>ANK2, CACNA1C, SRI, JUP, AKAP9, STC1, RYR2</i>                                                                                                                                                      |
| gene silencing                                            | 3.63E-02 | 11  | <i>DNMT3A, AGO2, UBE2B, DHX9, TNRC6A, RIF1, ARID1A, TNRC6C, DNMT1, GIGYF2, DICER1</i>                                                                                                                  |
| cellular response to oxidative stress                     | 1.23E-02 | 17  | <i>MGST1, MAP3K5, PRDX5, KDM6B, EPAS1, RPS3, ZNF277, MMP2, SPHK1, CHD6, GPX1, AIF1, SELENOS, ATP2A2, FOXO3, PDCD10, EGFR</i>                                                                           |
| regulation of cellular response to growth factor stimulus | 2.98E-02 | 21  | <i>CREB3L1, FLT1, EP300, SFRP4, SFRP1, NUMA1, CREBBP, CAV2, MYOF, SFRP5, ENG, MYO1C, NOTCH1, LTBP1, SLIT2, ITGA3, GLG1, SULF1, BCL9L, PRKD2, ROBO1</i>                                                 |
| muscle structure development                              | 3.23E-02 | 29  | <i>MEF2D, DYSF, EP300, CHD2, MSC, MYH14, FLNC, KDM6B, EPAS1, CHD7, CAV2, MYOF, ARID1A, ENG, PLEKHO1, NOTCH1, LGALS1, MYH9, GPX1, IGFBP5, EGR1, HEG1, ATP2A2, MTOR, BCL9L, NF1, SLC9A1, LAMA5, RYR2</i> |

|                                                                                                |          |    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|------------------------------------------------------------------------------------------------|----------|----|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| heart development                                                                              | 8.85E-03 | 35 | SETD2, ANK2, PTCH1, MEF2D, CACNA1C, EP300, PKD1, CC2D2A, KDM6B, COL5A1, CHD7, PRKDC, ARID1A, FAT4, ENG, INSR, IFT172, MED12, NOTCH1, LTBP1, ID1, NOTCH2, MEGF8, GAA, ECE1, TENM4, HEG1, BCOR, SH3PXD2B, MTOR, ZMIZ1, NF1, SLC9A1, RYR2, ROBO1                                                                                                                                                                                                                                                 |
| skeletal system development                                                                    | 3.09E-02 | 32 | SETD2, KIAA1217, CYP26B1, MEF2D, SLC38A10, EP300, DEAF1, PKD1, SFRP4, SFRP1, ASH1L, CHD7, NOV, MGP, COL1A2, ANKRD11, MMP2, FAT4, IFT172, RAI1, COL1A1, MED12, KIT, MEGF8, PBX1, GLG1, ZBTB16, ECM1, CREB3L2, SULF1, SH3PXD2B, STC1                                                                                                                                                                                                                                                            |
| regulation of growth                                                                           | 3.29E-02 | 36 | PTCH1, SMARCA4, MAP1B, ZNF639, CDK4, CLSTN3, CGA, SFRP1, CHD7, PLXNA4, SAFB, NOV, RFTN1, TAF9, SPHK1, INSR, RAI1, NOTCH1, PTPRS, SELENOP, NOTCH2, SMARCA2, SLIT2, MEGF8, IGFBP5, PLAC8, PLXNA3, GOLGA4, PRL, SH3PXD2B, AGRN, WFS1, MTOR, EIF4G1, EGFR, MACF1                                                                                                                                                                                                                                  |
| response to insulin                                                                            | 2.59E-02 | 24 | PHIP, SELENOS, ATP6V1F, EIF3A, CAV2, CDK4, SOGA1, IGF1R, BCAR1, PRKDC, SREBF1, ACACA, CAD, INSIG2, TEP1, MTOR, FOXO3, ATP6V1G1, SLC9A1, EGR1, ATP6VOA1, INSR, GGH, APC                                                                                                                                                                                                                                                                                                                        |
| positive regulation of transcription of Notch receptor target                                  | 2.16E-02 | 6  | NOTCH3, MAML3, NOTCH1, PRL, PBX1, EP300, CREBBP                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| positive regulation of Notch signaling pathway                                                 | 3.76E-03 | 11 | NOV, MAML3, AAK1, NOTCH1, ROBO1, ERH, ZMIZ1, KIT, EP300, CREBBP, PDCD10                                                                                                                                                                                                                                                                                                                                                                                                                       |
| osteoblast differentiation                                                                     | 1.03E-03 | 19 | CLTC, MEF2D, FASN, MYBBP1A, RRBP1, HSPE1, GPNMB, SH3PXD2B, SNRNP200, NF1, IGFBP5, DHX9, MRC2, COL6A1, SPP1, SFRP1, COL1A1, RPS15, CREB3L1                                                                                                                                                                                                                                                                                                                                                     |
| response to transforming growth factor beta                                                    | 4.82E-02 | 18 | CBL, STK16, MXRA5, LTBP4, CDH5, PARD6A, COL4A2, RPS27A, ID1, PDGFD, ENG, LTBP2, DUSP15, ZFH3, SFRP1, COL1A1, USP9X, COL1A2                                                                                                                                                                                                                                                                                                                                                                    |
| cellular response to hypoxia                                                                   | 2.55E-02 | 21 | DNMT3A, RBX1, HYOU1, NOTCH1, TEP1, MTOR, FAM162A, FAM162A, RPS27A, STC1, SLC9A1, EGR1, EP300, CREBBP, PSMA1, S100B, EPAS1, PSMB6, SFRP1, PDK3, PTN                                                                                                                                                                                                                                                                                                                                            |
| response to hormone                                                                            | 4.91E-03 | 71 | PTGFR, PHIP, SELENOS, ATP6V1F, DNMT3A, CBL, EIF2B1, PLOD3, ANXA1, EIF3A, CAV2, CDK4, SFRP4, NCOA3, EIF4E, ITGA3, SOGA1, IGF1R, BCAR1, AGRN, PRKDC, ATP1A1, SSR4, SREBF1, ACACA, CAD, NOTCH1, NCOA6, INSIG2, CAD, SF1, TEP1, ABCA2, MTOR, CGA, FOXO3, PTCH1, ATP6V1G1, NCOR2, STXBP1, STC1, IGFBP5, KIT, SLC9A1, NR1H3, EGR1, ARID1A, SAFB, AGTR1, PRL, ATP6VOA1, ENG, RGS10, CALM3, SPP1, S100B, INSR, GGH, ABCG1, SFRP1, COL1A1, AIF1, IQGAP1, PEBP1, NCOA2, HTT, APC, MDK, SLIT2, EGFR, PTN |
| Wnt signaling pathway                                                                          | 2.64E-02 | 33 | RYR2, CLTC, AES, RBX1, SFRP4, USP34, CELSR2, DVL3, BCL9L, PARD6A, TEP1, PKD1, TLE4, MED12, AP2A1, CHD8, TSPAN12, RPS27A, MACF1, GNAO1, SFRP5, WDR61, TNRC6C, PRICKLE2, TNRC6A, PSMA1, DDB1, PSMB6, SFRP1, TNIK, APC, AGO2, AMOTL1                                                                                                                                                                                                                                                             |
| Regulation of lipid metabolism by Peroxisome proliferator-activated receptor alpha (PPARalpha) | 2.35E-02 | 15 | MED14, NCOA3, MED21, MED13L, CHD9, NCOA6, CCNC, MED12, NCOR2, NR1H3, NCOR1, EP300, CREBBP, NCOA2, ABCA1                                                                                                                                                                                                                                                                                                                                                                                       |

Abbreviations: NA-nucleic acid, : FDR – false discovery rate, No. – number of identified genes involved in GO, GO-gene ontology

How the deposited data were processed for this re-analysis (not part of the article)

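RNA of the whole pituitary of 16 Złotnicka White gilts, 8 with low and 8 with high feed conversion, was measured by sequencing. The authors trimmed the reads, aligned them to Sscrofa11.1 with the Ensembl annotation and deposited the counts of reads per gene and pig, unnormalized whole numbers for 25880 genes, of which 18963 had at least 1 count. They also deposited their comparison of the groups for 10892 genes. In it the signal of each group is the mean of the counts after division by the authors' size factors, the deposited ratio is the LFC mean over the HFC mean, the deposited log2 value is the log2 of that ratio, and the deposited p-value of each gene has its adjusted p-value beside it. The paper names DESeq2 for this comparison, while the columns of the deposited table have the layout of its predecessor, DESeq. The size factors were recovered from the group means, which used the counts of the pigs of their own group. Signs of log2 values were turned so that a positive value is higher in the HFC pigs. The Puławska libraries and the qPCR values were not used here.

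Conditions of the pigs were taken from the labels of the samples. Genes were named by the symbols of the deposited comparison (9550 genes) and otherwise by position, when 1 gene of the reference annotation of the same assembly overlapped at least 50% of both spans (854 genes), and 488 had no name. Among 8401 genes with a deposited symbol and 1 match by position, the symbols were the same in 97.2%. Of the names in the paper's gene lists and figures, 10 were not found among the genes tested, among them FLNA and RPL38, and neither were the hormone genes TSHB, FSHB and LHB, which were looked up in addition.

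The counts per pig summed to between 6010629 and 11794256, and between 15816 and 16694 genes per pig had counts. The common coefficient of variation between pigs of a group was 0.249. No 2 libraries of a group were near copies, as the chi-square per degree of freedom between pairs was between 11.8 and 90.3.

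In R 4.3.3, edgeR 4.0.16 was used with TMM scaling, its expression filter with the group as factor (13621 genes), gene-wise quasi-likelihood F tests and Benjamini-Hochberg adjustment. Genes were called at the paper's thresholds, an adjusted p of at most 0.05 and a fold change of at least 1.3. The standard error of a log2 fold change was taken from the F statistic. Single genes, gene set means and principal component scores were compared by exact two-sided permutation tests over all splits of the 16 pigs into groups of 8, on log2(CPM + 1), with adjustment over the 7 qPCR genes. Correlations over 16 pigs had 100000 resamples, and those over 8 pigs were exact. Gene sets were tested with camera of limma 3.58.1, with its preset correlation of 0.01. The rule for naming genes was every gene of the paper's text that a passage is about and the 5 genes with the smallest p in each direction. IFI6, MBP, GFAP and ENSSSCG00000016900 were named after their values were seen. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for the rest.

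The alternatives were DESeq2 1.42.0, limma voom with sample quality weights, RLE, upper-quartile and total library scaling, no filter, at least 10 counts in every pig, other thresholds, a replicate block, 1 surrogate variable from sva 3.50.0, robust estimation, a pseudocount of 0.1, a prior count of 0.5 in place of 2, and each pig left out in turn. A correction for gene length used the spans of genes in the genome, since the deposited data hold no exonic lengths, and covered the 10890 tested genes with a known span. In DESeq2 a gene without an adjusted p was taken as not called.

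The tests were tested on simulated data with the means and library sizes of the pigs, 13621 genes and 200 genes changed. Of 100 genes changed 2-fold and 100 changed 1.5-fold, edgeR's quasi-likelihood test recovered 76 and 37 and called 3 unchanged genes. DESeq2 recovered 81 and 49 and called 17 unchanged genes. For camera with its preset correlation, 66 of 100 unchanged sets whose genes varied together had p of at most 0.05, against 6 with the estimated correlation. The functional databases and network tools of the paper were not used here.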

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

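The tests of the interferon genes, of the glia and myelin markers and of HFC replicate 5 were chosen after the results were seen. Among the 40 genes named by rule, each in 2 groups of 8 pigs, 3 of 80 gene and group pairs had 1 pig far from the others, where about 4 come by chance. IFI6, MBP and GFAP had 3 more such pairs, but they were named after their values were seen, so they say nothing on how often this occurs. Over all 239 genes examined, these 3 included, 73 of 478 pairs did, against about 23.9 by chance, and 60 of the 73 were in HFC replicate 5. The genes of these lists vary together, so the pairs are not independent.

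In HFC replicate 5, ARID1A (57.5 CPM) and MTOR (34.0 CPM) were far below the other HFC pigs, and PKIA (80.0 CPM) was far above them. A candidate explanation is library size, as this pig had 6010629 counts, the smallest total of the HFC group. Gene length bias was tested with the slope of expression on gene span, and this pig's slope was not far from the other HFC pigs by the same measure (gap over range of 0.522). That value lies just under the critical one. The total was not far from those of the other HFC pigs either (gap over range of 0.171), although across the 16 pigs total counts and slope correlated (r = 0.637, permutation p = 0.00735). Library size and gene length bias both remain open, and a biological explanation was not tested.

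IFI6 reached 2156 CPM in LFC replicate 4, far above the other LFC pigs. This pig was the highest of the 16 in 12 of 18 other interferon-induced genes, which is consistent with an interferon response in 1 pig. Its total of 7439215 counts was neither the largest nor the smallest, which goes against library size as a cause. Other technical explanations, such as a mixed sample, were not tested. The difference of IFI6 between the groups rests on this pig.

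MBP (1111 CPM) and GFAP (1443 CPM) were far above the other HFC pigs in HFC replicate 6. Whole glands were taken, so the posterior lobe, with its glia and myelin, is part of each sample, and its share may differ between pigs. The mean of other glia and myelin markers correlated with MBP (r = 0.921) and GFAP (r = 0.90), but only CNP and SLC1A3, 2 of the 15 listed markers, could be found by name, and the test is too narrow to separate this explanation from others.

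ENSSSCG00000016900, a gene without a name that lies outside the authors' deposited comparison, had the smallest p of all genes tested. It had 90.3 ± 63.0 CPM (SD, n = 8) in the LFC pigs and 23.6 ± 8.94 CPM (SD, n = 8) in the HFC pigs, with counts from 97 to 1698 per pig and a log2 fold change of -1.94. Its adjusted p was 0.372 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation p = 9.32e-04), so it does not pass the threshold. It was singled out from 2731 tested genes outside the deposited comparison after its values were seen. Across the 16 pigs its expression correlated with that of POMC (r = 0.915, permutation p = 1e-05, the smallest that the resamples can give). No technical or biological explanation was tested.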

How the results depend on the processing

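The alternatives were set before the data were examined, except the exact tests with set dispersions, the DESeq2 fits with a pig left out and the counts that join a setting with another threshold, which were chosen after seeing the data. No gene passed the thresholds with edgeR's quasi-likelihood test under RLE, upper-quartile or total library scaling, either filter, robust estimation, the surrogate variable, an adjusted p of 0.10, no fold change minimum, or, at the adjusted p of 0.05, any of the 16 fits without 1 pig, nor with limma voom. At an adjusted p of 0.10, edgeR's test called 660 genes without HFC replicate 5 (418 higher in the HFC and 242 in the LFC pigs) and limma voom called 5. At an unadjusted p of 0.05 and the same fold change these settings gave between 254 (1 surrogate variable) and 1754 genes, against 791. Exceptions at the thresholds were DESeq2 with 29 genes, the unadjusted p with 791, and the edgeR exact test on the authors' genes and size factors, with 187 genes for a common, 238 for a trended and 6 for a gene-wise dispersion. The cause was not tested for DESeq2. The surrogate variable correlated with the slope of expression on gene span in single pigs (r = 0.979, permutation p = 1e-05, the smallest that the resamples can give), so a length-dependent effect is a candidate for its counts. It was also mostly higher in the HFC pigs, so fits with it may remove part of a group difference. Of the unadjusted counts, those without 1 pig ran from 561 (LFC replicate 6) to 1754 (HFC replicate 5). DESeq2 called from 7 (without HFC replicate 3) to 814 genes (without HFC replicate 5). The slope on gene span of HFC replicate 5 was -0.0665, the lowest of the HFC pigs. LFC replicates 4 and 6 had slopes of -0.0840 and -0.0859, so HFC replicate 5 was not alone in this. Why HFC replicate 5 matters was not tested by these fits.

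With the replicate number as a block, 0 genes passed and 806 did at the unadjusted p. Pigs with the same number are unrelated animals, and the mean correlation of their deviations was -0.0095, against 0.0014 for other pairs, so the pairing has no support in the data.

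With the correlation between genes estimated from the pigs, camera's p was 0.249 for the ribosomal protein genes, 0.196 for the nuclear-encoded oxidative phosphorylation genes and 0.0840 for the mitochondrially encoded genes, all past 0.05 with the preset correlation. Without 1 pig, the exact p of the set mean ran from 0.0118 (HFC replicate 5) to 0.297 (LFC replicate 4) for the ribosomal protein genes and from 0.0124 (HFC replicate 5) to 0.211 (LFC replicate 4) for the oxidative phosphorylation genes. For the mitochondrially encoded genes it ran from 0.00932 to 0.0427, so the unadjusted p stayed under 0.05 without any 1 pig. With all pigs the exact p of this set was 0.0643 after adjustment over the 3 gene sets.

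Of the 43 named genes, 35 kept their direction in every setting run for them, of up to 26. With 1 surrogate variable the log2 fold change became 0.14 for NR1H3, -0.0229 for MTOR, -0.0557 for SMARCA4, 0.21 for IGFBP6, -0.0695 for FOXO3 and 0.50 for IFI6, and with DESeq2 that of IFI6 was 0.0276. Without 1 pig the range was -0.0292 to 0.63 for IGF2, -0.30 to 0.0382 for IGFBP6, -1.96 to 0.0385 for IFI6 and -3.82 to 0.69 for GFAP. In 13 of these genes DESeq2 gave an adjusted p of at most 0.05 where edgeR's test did not. The cause was not tested. Length offsets kept the direction of NR1H3, MTOR, SMARCA4, IGFBP6, FOXO3 and IFI6. The correlation of POMC with CGA became -0.37 with each gene centred on its group mean and -0.00708 with total library size, and that of POMC with APOE became -0.10 with centring.

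With length offsets 0 of the 10890 genes with a known span passed the thresholds, and 505 did at the unadjusted p, or 0 and 520 with the replicate block as well. Spans were known for 79.95% of the tested genes, under the 80% needed, so this check is void for the tested genes as a whole.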

Differences from the paper's values

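The paper reports over 500 genes in Złotnicka White pigs at an adjusted p of 0.05 and a fold change of 1.3, against 0 here with edgeR's quasi-likelihood test, where 791 had an unadjusted p of at most 0.05 with that fold change. At these thresholds none of the alternatives set before the data were examined came within 1.5 times the paper's 500. DESeq2, the tool the paper names, called 29, and the unadjusted p, which counts 791, exceeds 500. DESeq2 without HFC replicate 5 called 814 genes, a setting chosen after seeing the values. Other settings that change more than 1 choice, put together after seeing the values, came within 1.5 times. At an adjusted p of 0.10 these were edgeR's quasi-likelihood test without HFC replicate 5 (660 genes) and its exact test with a trended dispersion (354). At the unadjusted p they were total library scaling (679), at least 10 counts in every pig (726), the exact test with a trended (742) or gene-wise (579) dispersion and 6 fits without 1 pig (561 to 736), and, without the fold change minimum, 1 surrogate variable (625). Length offsets gave 505, or 520 with the block, but over only 10890 genes and in a check that is void for the tested genes as a whole. The authors' deposited comparison itself holds 146 genes at these thresholds. With the same fold change it holds 240 at an adjusted p of 0.1, 439 at 0.2 and 529 at 0.25, and 465 at an unadjusted p of 0.01 and 717 at 0.05, thresholds that were also chosen after seeing the values. Of the 49 shared genes tested, 48 have a deposited unadjusted p of at most 0.05, and so do 31 of the 33 Wnt genes. A deposited adjusted p of at most 0.05 is held by 21 of these shared genes and 6 of the Wnt genes.

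One sentence of the paper's results gives PRL the same tendency as POMC, which can be read as higher in the LFC Złotnicka White pigs. The abstract also gives this direction, as it links lower feed conversion in this breed to significantly higher prolactin expression. Here PRL was higher in the HFC pigs, with a log2 fold change of 1.27, as in Fig. 5 and in the paper's later statement that PRL is increased in the more obese pigs of this breed.

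The paper calls its named genes differentially expressed, with IGF2 and IGFBP6 in its lists for the Puławska pigs. None was past the adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest adjusted p being 0.372, while 6 of the 7 qPCR genes had an unadjusted p of at most 0.05. Of the genes that the paper names and a passage is about, DESeq2 called POMC, PRL, ND5, ND6, SFRP1, COL1A2, BCAR1 and ITGBL1. In the exact permutation tests of the qPCR genes, PRL, POMC and RYR2 had an adjusted p of at most 0.05. Fig. 5 marks CGA and NOTCH1 in the sequencing data of these pigs as significant, where the exact p was 0.0628 and 0.0873. The test of the authors' deposited comparison gave them adjusted p-values of 0.00363 and 0.0323. Of the authors' 146 deposited calls, edgeR exact tests with a common, trended or gene-wise dispersion, chosen after seeing the values, called 135, 138 and 5.

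The paper states that POMC and CGA are co-expressed, where r was 0.07 across the pigs. Its statement rests on STRING and Cytoscape networks, not on a correlation across these pigs, so the quantities differ. It also states that Notch signalling correlates negatively with POMC, where the r of NOTCH1 with POMC was -0.34 with a permutation p of 0.193. NOTCH1 is only part of that signalling, and the other Notch genes were not examined with POMC, so these quantities differ too.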

Other observations

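The dispersions, the correlation within gene sets, the markers on the first principal component and gene length in the EP300 network were taken up as explanations after the results were seen, although the estimated correlation itself was among the alternatives set before. Splits of the pigs were 100 drawn from the 128 that part every pair of pigs with the same replicate number, the real one included; the others differ in which pig of each pair is in which group.

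In the authors' deposited comparison 146 genes pass the thresholds, against 0 with edgeR's quasi-likelihood test, where 791 have an unadjusted p of at most 0.05 and a fold change of 1.3. An edgeR exact test with a trended dispersion, which gives genes of like expression the same spread, called 138 of the authors' 146 genes, and one with gene-wise dispersions called 5. This is consistent with a spread shared between genes as a candidate cause of the difference in calls. In simulated counts the trended test called 101 unchanged genes. With the trended dispersion, 16 of the 100 splits gave as many calls as the real groups, so the grouping by feed conversion does not stand apart from others in this count.

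As many genes at an unadjusted p of 0.05 and a fold change of 1.3 as in the real groups (791) came in 16 of the 100 splits, and as many DESeq2 calls (29) in 11 of the 100. For camera with its preset correlation, a p as small came in 31 of the 100 splits for the ribosomal protein genes, in 12 for the nuclear-encoded oxidative phosphorylation genes and in 16 for the mitochondrially encoded genes. The p with the estimated correlation was 0.249, 0.196 and 0.0840 for these sets, and genes that vary together between pigs may be why the preset correlation gives small values. Length correction left a mean log2 difference of -0.22 of -0.32 for the ribosomal protein genes and -0.17 of -0.23 for the nuclear-encoded oxidative phosphorylation genes, while that of the mitochondrially encoded genes rose from 0.45 to 0.60, which goes against gene length bias for this set. The correction used genomic spans only. The slope of expression on span in single pigs correlated with the mean of the ribosomal protein genes at r = -0.910 (r = -0.896 in the LFC pigs, exact permutation p = 0.00327, and -0.911 in the HFC pigs, exact permutation p = 0.00856), so gene length bias remains a candidate explanation for them.

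Genes with long spans were more often higher in the HFC pigs, with a Spearman's rho of 0.298 between span and log2 fold change across 10890 genes, which are not independent replicates. The slopes of expression on span in single pigs overlapped between the groups, with a difference of 0.0348 (exact permutation p = 0.126), and gene length bias that varies from pig to pig may contribute. Across the 16 pigs the mean of the EP300 network and the mean of the ribosomal protein genes went in opposite directions (r = -0.850, rho = -0.824; r = -0.804 in the LFC and -0.873 in the HFC pigs). The slope correlated with the EP300 network mean at r = 0.954, and within the LFC and HFC pigs at r = 0.956 and 0.968 (exact permutation p = 1.49e-04 and 4.96e-04). A candidate explanation for the shared variation of these genes is therefore a length-dependent effect in the libraries, such as RNA quality, which the deposited data do not hold. A biological explanation cannot be excluded, since long genes may also be regulated together.

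On the first principal component LFC replicates 1 and 5 and HFC replicate 6 lay at one end, with scores of 16.0, 26.6 and 30.3. HFC replicates 3 and 8 lay at the other end, with scores of -38.6 and -23.7. The mean of the glia and myelin markers correlated with this component (r = 0.803), which may reflect a differing share of the posterior lobe, but only 2 of 15 markers could be found, so the explanation cannot be told apart from others.

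A differing share of hormone cell types in the dissected gland was tested as an explanation of the higher POMC in the LFC pigs. It would set POMC against PRL within each group, but r was 0.479 in the LFC pigs (exact permutation p = 0.230) and -0.638 in the HFC pigs (exact permutation p = 0.0846), so neither group reached 0.05. Across the 16 pigs, where the difference between the groups adds to the relation, r was -0.452 (permutation p = 0.0774) and rho was -0.594 (permutation p = 0.0168), and without the 2 pigs whose POMC was furthest from the median r was -0.635 (permutation p = 0.0142). With 8 pigs in each group a differing share of cell types remains possible.

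In the Złotnicka White pigs POMC had r = 0.131 with APOE (permutation p = 0.631) and r = 0.246 with NR1H3 (permutation p = 0.360), while the paper's statement on these pairs concerns Puławska pigs. HBB, the only one of 7 blood genes found, had a mean log2 difference of -1.39 between the HFC and LFC pigs (exact permutation p = 0.0230, unadjusted).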
